# **RNA-seq analysis of differential gene expression in liver from lactating dairy cows divergent in negative energy balance**

**DOI:** 10.1186/1471-2164-13-193

**Published:** 2012-05-20

**Authors:** Matthew McCabe, Sinéad Waters, Dermot Morris, David Kenny, David Lynn, Chris Creevey

**Keywords:** RNA-seq, Negative energy balance, Bovine, Liver

## Abstract

**Background:**

The liver is central to most economically important metabolic processes in cattle. However, the changes in expression of genes that drive these processes remain incompletely characterised. RNA-seq is the new gold standard for whole transcriptome analysis but so far there are no reports of its application to analysis of differential gene expression in cattle liver. We used RNA-seq to study differences in expression profiles of hepatic genes and their associated pathways in individual cattle in either mild negative energy balance (MNEB) or severe negative energy balance (SNEB). NEB is an imbalance between energy intake and energy requirements for lactation and body maintenance. This aberrant metabolic state affects high-yielding dairy cows after calving and is of considerable economic importance because of its negative impact on fertility and health in dairy herds. Analysis of changes in hepatic gene expression in SNEB animals will increase our understanding of NEB and contribute to the development of strategies to circumvent it.

**Results:**

RNA-seq analysis was carried out on total RNA from liver from early post partum Holstein Friesian cows in MNEB (n = 5) and SNEB (n = 6). 12,833 genes were deemed to be expressed (>4 reads per gene per animal), 413 of which were shown to be statistically significantly differentially expressed (SDE) at a false discovery rate (FDR) of 0.1% and 200 of which were SDE (FDR of 0.1%) with a ≥2-fold change between MNEB and SNEB animals. GOseq/KEGG pathway analysis showed that SDE genes with ≥2- fold change were associated (*P* <0.05) with 9 KEGG pathways. Seven of these pathways were related to fatty acid metabolism and unexpectedly included ‘Steroid hormone biosynthesis’, a process which mainly occurs in the reproductive organs rather than the liver.

**Conclusions:**

RNA-seq analysis showed that the major changes at the level of transcription in the liver of SNEB cows were related to fat metabolism. 'Steroid hormone biosynthesis', a process that normally occurs in reproductive tissue, was significantly associated with changes in gene expression in the liver of SNEB cows. Changes in gene expression were found in this pathway that have not been previously been identified in SNEB cows.

## Background

Selective breeding for high milk yield in dairy cows has led to breeds in which the nutritional demands of the very high lactation rates following calving are in excess of that which the animal can metabolise from ingested feed [1]. This aberrant physiological state is known as negative energy balance (NEB) and is of particular economic importance in the dairy industry because of its negative impact on health and fertility [1].

The principal physiological response of animals to NEB is to try and maintain homeostasis by mobilising body fat (and protein) reserves. This results in the release of non-esterified fatty acids (NEFAs) from adipose. NEFAs are transported primarily to the liver where they are either fully oxidized to CO_2_, or converted to ketone bodies such as beta-hydroxybutyrate (BHB), or esterified into triacylglycerides (TAG) either for delivery into blood as very low density lipoproteins proteins (VLDL) or storage as cytosolic lipid droplets [2]. As with all ruminants, dairy cattle have very low rates of VLDL synthesis and secretion [3] and are therefore susceptible to accumulation of high levels of TAG in the liver cells (referred to as fatty liver or lipidosis) and high concentrations of ketone bodies in the blood (ketosis) [4] both of which are potentially detrimental to the health of the animals [5]. Although there are strategies to prevent and treat NEB, such as management of diet and inclusion of dietary supplements [6], [7] NEB and ketosis continue to have a significant negative economic impact in dairy cattle. This has led to an effort to understand NEB at the level of genes and their expression [8].

As with the majority of metabolic states, changes in gene expression in the liver are central to NEB. There have been several studies describing such changes at the level of transcription in the liver of NEB cows which have employed qPCR [9] and bovine microarrays [10,11]. However, microarray analyses rely on existing genome annotations and require design of a specialised array of probes based on information obtained from other methods such as sequencing in order to detect more complex regulations in gene expression such as alternative splicing [12]. Furthermore, the insensitivity of microarray platforms in detecting differential expression of certain metabolically important genes has been previously highlighted by our own group who found that qPCR was able to detect changes in hepatic gene expression SNEB cows which microarray analysis failed to detect [11]. This emphasises the need for a more sensitive technique for whole transcriptome analysis.

RNA-seq is a relatively new technique that can be used to analyse changes in gene expression across the entire transcriptome [13,14], and is now being applied to a rapidly increasing number of organisms [12]. This technology has distinct advantages over microarrays including the sensitive detection of all expressed genes without the need to generate an array of probes based on known sequence, virtually no background noise and a much higher dynamic range. It has also led to the discovery of previously unidentified transcripts such as the recent discovery of enhancer RNA, a novel RNA species [15] and as the transcriptome is being sequenced, alternative splicing [16], single nucleotide polymorphisms (SNPs) [17], transcriptional fusions and chimeric transcripts [18] can be detected without the need to design an array of probes.

Unlike microarrays, the bioinformatic tools for the analysis RNA-seq data are still at the early stages of development [19,20]. Partly for this reason, there are few reports to date on the use of RNA-seq for identification of significantly differentially expressed (SDE) genes between physiologically different groups of animals and, so far, no such reports for cattle. The use of RNA-seq to identify differential gene expression in two pools of cattle embryos that were divergent for viability was recently reported [12]. However, as RNA from two pools of 20 embryos was analysed rather than individual embryos, the authors were unable to apply statistical analysis to their data to determine statistical significance of the differential gene expression.

Here we describe the use of DEseq [21] and GOseq [22] to identify SDE genes and associated over-represented biological KEGG pathways across the whole liver transcriptome of individual cattle. For this we compared RNA samples from liver of mild and severe NEB (MNEB and SNEB) cows. The objective of our study was to use RNA-seq to identify novel genes and their associated biological pathways which are important in SNEB in cattle.

## Results and discussion

### Library preparation and sequencing of polyA mRNA-seq libraries

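Gene counts of liver RNA were analysed for 11 cows, 5 in mild negative energy balance (MNEB, libraries 2 to 6) and 6 in severe negative energy balance (SNEB, libraries 7 to 12). Library 1, from an MNEB cow that the paper left out of its test because the animal became ill, is not analysed here. The counts came from 19 lanes on 3 flow cells and covered 21996 Ensembl genes of the BCM4 assembly. The authors aligned the reads of each lane with Bowtie, dropped reads with more than 1 alignment, kept only 1 of the reads that mapped to the same position, and counted the rest per gene with HTSeq-count in union mode, without normalization. By the paper's Additional file 1, the removal of reads at the same position took between 46.9% and 59.2% of the accepted alignments of a lane. The paper's text does not name the strand setting of the counting, so genes that overlap have uncertain counts. Genes with a near-identical copy lose the reads that align to both, since reads with more than 1 alignment were dropped. Between 1221833 and 2334234 reads per lane were counted on genes, and these totals equalled the exon reads of Additional file 1 in all 19 lanes. Lanes of 1 library were summed, as in the paper. The totals per cow then lay between 1774011 and 4005322 in MNEB cows (median 3369237) and between 1869837 and 6852142 in SNEB cows (median 3941504), and did not differ between the groups beyond the spread of the cows (two-sided exact permutation test, p = 0.381). Cows of 1 group differed by far more than the sampling noise of the counts, with a mean chi-square per gene of 6.57 to 16.6 between MNEB cows and 5.88 to 13.1 between SNEB cows. The 13960 genes with at least 5 reads in at least 1 cow were tested with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Levels are given as CPM after TMM scaling. Each of the cows is named by its library number.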

Twelve polyA RNA-seq single read libraries that had been prepared from total RNA extracted from liver from 6 MNEB animals (libraries 1–6) and 6 SNEB animals (libraries 7–12) were run as 36 bp single reads on 21 lanes randomly distributed across 3 flowcells (Table 1). Several libraries were run on one or more lanes at the same or different concentrations to determine the effect of library concentration on cluster generation and to assess the consistency of sequence between different lanes and flow cells. For the 21 lanes, the average number of raw reads per lane was 13.66 million. Reads were aligned to the BCM4 genome assembly [23], using the ultrafast short read aligner, Bowtie (version 0.12.3) [24]. Following removal of reads that either failed to align to BCM4 or aligned to more than one position in the genome, and the removal of all but one of the reads that mapped to exactly the same position on the genome (i.e. putative PCR duplicates), an average of 3.8 million reads per lane were retained for read abundance calculation. An overview of these data is given in Additional file 1 and they have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE37544 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37544).

**Table 1:** Summary of RNA-seq libraries and flow cells

**Lane**	**Flow cell A**	**Lane**	**Flow cell B**	**Lane**	**Flow cell C**
1A	library 1 (4.5 pM)	1B	library 12 (5.5 pM)	1 C	library 2 (5.5 pM)
2A	library1 (5.0 pM)	2B	library 6 (5.5 pM)	2 C	library 3 (5.5 pM)
3A	library 5 (5.5 pM)	3B	library 2 (5.5 pM)	3 C	library 6 (5.5 pM)
4A	library5 (6.0 pM)	4B	library 7 (5.5 pM)	4 C	library 7 (5.5 pM)
5A	library 10 (4.0 pM)	5B	library 9 (5.5 pM)	5 C	PhiX
6A	PhiX	6B	PhiX	6 C	library 8 (5.5 pM)
7A	library 10 (5.5 pM)	7B	library 11 (5.5 pM)	7 C	library 11 (5.5 pM)
8A	library 10 (6.5 pM)	8B	library 4 (5.5 pM)	8 C	library 12 (5.5 pM)

Libraries 1–6 = mild negative energy balance animals. Libraries 7–12 = severe negative energy balance animals. Libraries on the first flowcell were run at different concentrations (4.5–6.5 pM) to determine which concentration yielded optimum cluster yields.

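On flow cell A, library 10 was run at 4, 5.5 and 6.5 pM and gave 2304002, 2306798 and 2241342 reads on genes. Library 5 was run at 5.5 and 6 pM and gave 2147404 and 1221833 reads on genes, from 15603465 and 6388721 raw reads by the paper's Additional file 1. Each concentration of a library was run on 1 lane, so the concentration and the lane cannot be told apart.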

### Transcriptional profile of cattle liver

The lowest limit of detection was set to 5 or more uniquely aligned reads in at least one animal in either the SNEB or MNEB group. 

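With the limit applied to each cow, 13418 genes had at least 5 reads in at least 1 of the 5 MNEB cows and 13821 in at least 1 of the 6 SNEB cows, and 13279 of these were shared. Single cows had between 11651 and 12978 such genes in the MNEB group and between 11886 and 13432 in the SNEB group. The count rises with the number of cows and with depth. After every cow was thinned to the smallest total, it was 12825 in MNEB and 13031 in SNEB cows. With the limit applied to the mean over the cows of a group, 12522 and 12832 genes passed, a setting chosen after the data were examined.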

At this limit, 12,523 and 12,833 genes were detected as expressed in MNEB and SNEB animals respectively. This is similar to the number of human Ensembl genes detected in human (12,191) and mouse (11,201) liver tissue by polyA RNA-seq [25]. RNA-seq analysis of mouse and human liver by other groups showed that the 10 most highly expressed genes make up 20-40% of the mRNA pool whereas other tissue transcriptomes e.g. brain, kidney and testis are more complex with the 10 most highly expressed genes contributing to just 5-10% of the total mRNA [25]. We found that in the liver of cows in NEB, on average 16% of the total RNA-seq reads aligned to only 10 genes and 30% of the RNA-seq reads mapped to just 619 genes (Figure 1A) per lane. However, when we normalised for gene length by calculating values for fragments per kilobase of exon per million fragments mapped (FPKM) to get a better indication of relative transcript number, the top 10 most highly expressed genes represented only 0.77% of the transcript pool. 

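Over the 19 lanes, the 10 most highly counted genes of a lane held 1.68% ± 0.153 (SD across lanes) of its reads on genes, with a range of 1.51% to 2.13%. The 619 most highly counted genes held 30.8% ± 1.74 of the reads, and 30% of the reads were reached with 596 ± 53.1 genes per lane (440 to 657). Per cow, the share of the 10 genes was 1.72% ± 0.145 (SD, n = 5) in MNEB and 1.65% ± 0.111 (SD, n = 6) in SNEB cows, a difference within the spread of the cows (two-sided exact permutation test, p = 0.368). Among the cows run on flow cells B and C alone, it was also within the spread (two-sided exact permutation test, p = 0.595), and flow cell A held only 1 cow of each group. With all reads retained in a lane as the denominator, the share was 0.897%. The counts were made after the removal of reads at the same position, which limits the reads that a gene can keep.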

There were highly abundant transcripts (FPKM >50) for approximately 1,200 genes in hepatic tissue analysed in the current study (Figure 1B). Depletion of very highly expressed long transcripts may be necessary to increase the sequencing coverage of less abundant shorter transcripts in mammalian liver RNA-seq libraries.

**Figure 1:**
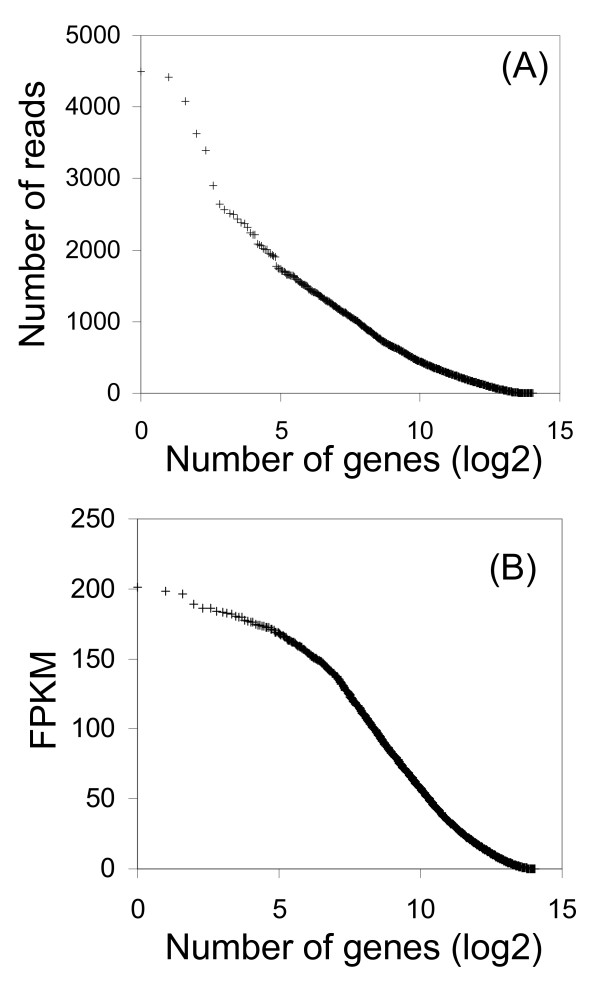
**Complexity of NEB cattle liver transcriptome.** (A) Average number of reads across 21 flowcell lanes aligning to genes. (B) Average FPKM values for genes across 21 flowcell lanes.

### Lane effect

To further determine whether the differential expression observed between MNEB and SNEB was due to a real difference between the groups and not simply random variation caused by running samples on different lanes (i.e. lane effect), correlation analysis was performed between FPKM values from the two treatment groups and also the same 9 libraries run as technical replicates on two different lanes (Figure 2). This showed that the difference in FPKM values (r^2^ = 0.9783 NEB vs. SNEB r^2^ = 0.9905 Lane A vs. Lane B) was predominately due to effect of treatment and not lane effect.

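CPM values were used here in place of FPKM, since gene lengths were not used. Across the 13960 genes, r² between the mean of the SNEB cows and the mean of the MNEB cows was 0.975. Between the first and the second lanes of the 7 libraries with more than 1 lane, library 1 not included, it was 0.976. Within single libraries, r² between lanes ran from 0.920 for library 5 to 0.997 for library 10. These are correlations across genes, which are not independent replicates. Among the 462 splits of the 11 cows into 5 and 6, 34 gave an r² as low as the real groups (one-sided exact permutation test, p = 0.0736). Among the 80 splits that keep the number of cows of each group within each combination of flow cells, only the real groups, 1 split, gave an r² that low (one-sided exact permutation test, p = 0.0125, the smallest that 80 splits can give), a test chosen after the p of 0.0736 was seen. On the log2 scale the values were 0.979 between groups and 0.981 between lanes (one-sided exact permutation test for the groups, p = 0.0758 over all splits and 0.0125 within flow cells). Among the libraries with lanes on both flow cells B and C, r² between lanes was 0.964. The gap between the paper's values, 0.9905 for lanes and 0.9783 for groups, was not found here. The lane means and the group means rest on unlike numbers of lanes, so their r² values are not like for like.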

**Figure 2:**
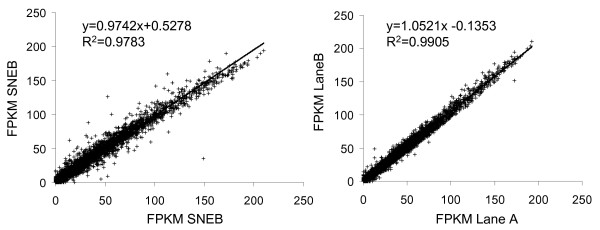
**Lane effect.** (**A**) Average FPKM values for each gene in SNEB animals correlated with average FPKM values for each gene in MNEB animals. (**B**) Average FPKM values for each gene for libraries 1, 2, 5, 6, 7, 10, 11, 12 run on lanes 1A, 3B, 3A, 2B, 4B, 7A, 7B, 1B respectively correlated with average FPKM values for each gene for libraries 1, 2, 5, 6, 7, 10, 11, 12 run on lanes 2A, 1C, 4A, 3C, 4C, 8A, 5A, 7B, 8C respectively.

### Identification of SDE genes

DEseq is an R-based software package that was developed specifically for the identification of SDE genes from raw counts of sequence reads generated by RNA-seq analysis that uniquely align to genes. RNA-seq library 1 (corresponding to MNEB animal 1) was not included in these analyses as this animal subsequently became ill and a possible underlying infection may have skewed the gene expression data generated. 

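With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 76 of the 13960 genes had an adjusted p under 0.1, 46 higher and 30 lower in SNEB cows. Of these, 56 changed at least 2-fold, 36 higher and 20 lower. At an adjusted p under 0.05, 48 genes remained, and at 0.001 there were 0, with 1165 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.00538. At the limit of 0.1, the choice of test moved these counts most. DESeq2 called 290 genes and the test of the original DESeq, written again from its description, called 422, each at an adjusted p under 0.1. The authors' list of 413 genes in Additional file 2 held 71 of the 76 genes, and the edgeR log2 fold change had the sign of the list in all 413. Of the list, 309 genes had an unadjusted p under 0.05 in edgeR. Every SNEB cow lay on one side of every MNEB cow in 182 genes, 1.30% of those tested, where chance gives 0.433%, and 63 of the 76 genes were among them. The smallest p-values of genes that fell belonged to SERPINA6 (ENSBTAG00000039808), with 199.99 ± 37.6 CPM (SD, n = 5) in MNEB and 35.9 ± 16.9 (SD, n = 6) in SNEB cows and a log2 fold change of -2.50 (SE 0.30, edgeR adjusted p = 0.00538), and to DIRAS3, FADS1 and a pair of genes that Additional file 2 gives the same name, LOC786916, whose reads the counting could have divided. Those of genes that rose belonged to FNDC4 (log2 fold change 1.76, SE 0.21, edgeR adjusted p = 0.00538), C8orf22, CAPN11, ISM1 and LIPG. The largest changes among genes whose groups did not overlap were 3.28 for LIPG, with 4.76 ± 4.20 and 50.2 ± 23.1 CPM, and -3.12 for DIRAS3, with 22.2 ± 15.3 and 2.38 ± 0.766, in MNEB and SNEB cows. They were followed by C6orf146, CYP26B1, GCKR and C2orf62, which rose by 2.53 to 2.73 on the log2 scale. C6orf146 and GCKR rested on at most 6 and 9 reads in an MNEB cow. They kept an adjusted p under 0.1 in 3 and 6 of the 11 fits that each left out 1 cow, and each in 8 of the 10 alternatives. CYP26B1 lost its call in 1 alternative, with flow cells B and C only (adjusted p = 0.134).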

DEseq analysis showed that 413 genes were SDE (FDR of 0.1%), 201 of which had a fold change of ≥2 (either up or down) between MNEB and SNEB animals (Additional file 2).

### Comparison of microarray and RNA-seq

We previously analysed the same MNEB and SNEB liver RNA samples using the Affymetrix 23 K bovine gene microarray platform and, of the 5,229 genes which were detected as expressed, 416 were identified as SDE by the puma method using the recommended cut-off P-like value of *P* <0.05 [11]. Of these, only 56 had fold changes of ≥2 (up or down) in SNEB animals. 

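The microarray column of Additional file 3 holds 429 names, 60 in its column of at least 2-fold changes. By name, 23 of the 76 genes with an adjusted p under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were in the first column, and 18 of the 56 with at least a 2-fold change were in the second. With DESeq2 the shared genes numbered 53 and 25. Names came from Additional file 2 alone, so at most 184 of the 290 DESeq2 calls could match. With names matched exactly as printed, so that a difference in case broke the match, the edgeR counts were 15 and 11. The shared count fell to 15 without the MNEB cow of library 6. No enrichment test was made, since the genes that the array could have called are not used here.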

55 of the 416 microarray and 413 RNA-seq SDE genes, and 27 of the 201 RNA-seq and 56 microarray ≥2-fold SDE genes, were detected as SDE by both platforms (Additional file 3). All genes detected as SDE on both platforms had fold changes in the same direction. This approximate comparison of the two data sets shows that, particularly for the lower fold changes, many genes were detected as SDE on one platform but not the other. However, RNA-seq detected expression of more than twice as many genes as the 23 K bovine microarray, and nearly four times as many ≥2-fold SDE genes.

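Additional file 3 gives both fold changes for 27 genes, and the edgeR log2 fold change had the sign of the microarray in 27 of the 27. Of these, 17 had an adjusted p under 0.1 in edgeR. The paper chose these genes as changed at least 2-fold on both platforms, from the same counts, so the shared signs are no independent test. Across the 27 genes the log2 fold changes of the 2 platforms had Pearson's r of 0.946 and Spearman's rho of 0.795. The genes form a group that rose and a group that fell, and within these r was 0.306 over 18 genes and 0.747 over 9 genes. The median ratio of the size of the change, RNA-seq over microarray, was 0.990.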

### Physiology of SNEB model

Soon after calving in high-yielding dairy cows, nutritional and energetic demands can increase 4-fold within a single day as the animal undergoes a physiological upheaval to meet the demand by the mammary gland for substrates, particularly glucose, for milk production. The main changes of this upheaval are a reduction of insulin concentration in the blood, a reduction of lipogenesis in adipocytes, an increase in export of fats from adipose to liver, and a dramatic increase in gluconeogenesis in liver. Unlike non-ruminants, where glucose is absorbed via the small intestine, approximately 90% of all glucose in ruminants is synthesised by gluconeogenesis in the liver from volatile fatty acids (VFAs) derived from bacterial fermentation in the rumen. VFAs are absorbed across the rumen wall and into the hepatic portal vein which delivers them to the liver. The increase in hepatic gluconeogeneis at the onset of lactation leads to production of very high quantities of glucose. The glucose entry into the blood stream in top performing cows producing 90 kg milk per day has been estimated at 7.4 kg per day of which 4.4 kg will end up as lactose in milk [26].

In our model we were comparing two groups of lactating animals in the early post-calving period (13 or 14 days post-calving). One of these groups was in MNEB and the other was in a state of SNEB which was artificially induced by restricting feed and trebling the milking frequency. From this we hoped to identify novel genes and pathways which are important in SNEB in high-yielding dairy cows. Hormones, metabolites and aspects of liver composition measured at the time of tissue collection showed that, as predicted, relative to MNEB cows, SNEB cows had undergone significant (*P* <0.05) changes in energy balance (−3.6-fold), blood glucose (−1.5-fold), blood NEFA (+ 4.7-fold), blood BHB (+7.4), blood IGF1(−4.8-fold), liver TAG (+3.9-fold), liver glycogen (−10.4-fold). Blood insulin, oestradiol, urea and liver weight were not different between SNEB and MNEB animals [9]. The level of cholesterol was also lower in the SNEB cows (Additional file 4). These changes are widely known to occur in SNEB cows [10] where there is an increase in the export of NEFAs from adipose to the liver which exceeds the normal oxidative capacity of the liver. This results in an increase in ketone bodies (BHB) in the blood resulting from partially oxidised NEFAs, and an accumulation of TAGs in the liver. In addition, IGF1 levels drop as hepatocytes become refractory to growth hormone (GH). Under normal conditions, growth hormone (GH) is released from the anterior pituitary in the brain, binds to the growth hormone receptor (GHR) on the surface of hepatocytes, and this binding triggers a signalling cascade that leads to increased IGF1 synthesis by the liver for export to the blood. In NEB cows the liver becomes refractory to GH and this results in low circulating IGF1 [10].

### Over-represented KEGG pathways

In our RNA-seq study, nine KEGG pathways were associated with ≥2-fold SDE genes most of these were related to metabolism of fats (Table 2, Figures 3, 4, Additional file 5). Pathways related to the metabolism of carbohydrates were only over-represented when SDE genes with <2-fold change were included in the pathway analysis, (Table 3, Additional file 6). This suggests that in our model, at the level of transcription in the liver, to compensate for the reduced supply of VFAs from the liver due to feed restriction, the major changes in hepatic gene expression in SNEB cows were related to the alternative supply of carbon from fat for gluconeogenesis. The most interesting finding from our RNA-seq analysis was that ‘Steroid hormone biosynthesis’, a process which is normally exclusive to the gonads and adrenal glands, was the KEGG pathway most significantly associated with ≥2-fold SDE genes in SNEB cow liver. Details of this and other selected pathways are discussed below in the context of the expected physiological changes in the liver of SNEB cows.

**Table 2:** Summary of KEGG pathways associated with ≥2 fold SDE genes

**Pathway code**	**Pathway name**	**Over represented***P***value**
00140	Steroid hormone biosynthesis	0.000163
03320	PPAR signalling pathway	0.000903
04976	Bile secretion	0.000960
04977	Vitamin digestion and absorption	0.003082
04975	Fat digestion and absorption	0.004934
02010	ABC transporters	0.006003
00592	α-linolenic acid metabolism	0.006639
01040	Biosynthesis of unsaturated fatty acids	0.022054
00830	Retinol metabolism	0.031908

Pathway maps for KEGG pathways associated with ≥2-fold SDE genes (FDR0.1%) that are not included in the main text are in Additional file 5.

**Figure 3:**
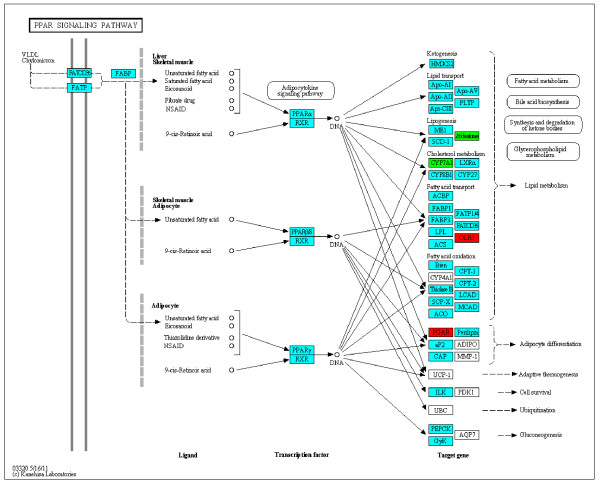
**Changes in hepatic gene expression in the KEGG PPAR signalling pathway in SNEB compared to MNEB cows.** Blue boxes are genes detected by RNA-seq as expressed but not SDE, red boxes are SDE genes with reduced expression in SNEB animals, green boxes are SDE genes with increased expression in SNEB animals.

**Figure 4:**
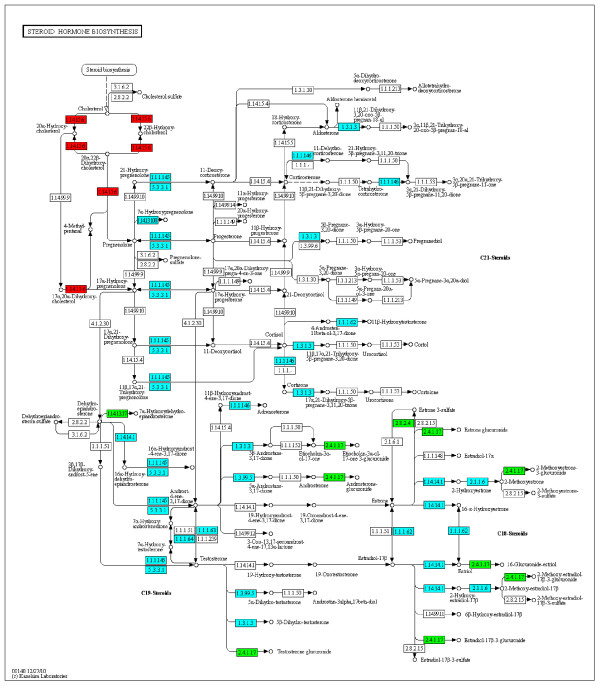
**Changes in hepatic gene expression in the KEGG Steroid hormone biosynthesis pathway in SNEB compared to MNEB cows.** Blue boxes are KEGG enzymes coded for by genes detected by RNA-seq as expressed but not SDE, red boxes are KEGG enzymes coded for by SDE genes with reduced expression in SNEB animals, green boxes are KEGG enzymes coded for by SDE genes with increased expression in SNEB animals. KEGG enzyme 1.14.15.6 is coded for by HSA CYP11A1, KEGG enzyme 1.14.13.17 is coded for by HSA *CYP7A1*, KEGG enzyme 2.4.1.17 is coded for by HSA *UG2A1*, KEGG enzyme 2.8.2.4 is coded for by HSA *SULT1E1*.

**Table 3:** Summary of KEGG pathways associated with all SDE genes

**Pathway code**	**Pathway name**	**Over represented***P***value**
04976	Bile secretion	0.001483
00140	Steroid hormone biosynthesis	0.002046
04950	Maturity onset diabetes of the young	0.004947
00910	Nitrogen metabolism	0.007765
00061	Fatty acid biosynthesis	0.011248
05219	PPAR signalling pathway	0.018112
03320	Bladder cancer	0.018941
04910	p53 signalling pathway	0.020756
04115	Insulin signalling pathway	0.021653
04977	Vitamin digestion and absorption	0.026059
00592	α-linolenic acid metabolism	0.030405
04975	Fat digestion and absorption	0.034363
04080	Neuroactive ligand-receptor interaction	0.040178

Pathway maps for KEGG pathways associated with all SDE genes (FDR 0.1.%) are in Additional file 6.

### Carbohydrate metabolism

The 1.5-fold drop in blood glucose in SNEB cows would suggest decreased gluconeogenesis in the liver of these animals. However, only a minor decrease (≤2-fold) of pyruvate carboxylase (PYK (KEGG pathway map) = *PKLR* (SDE gene list), one of the major rate limiting enzymes in gluconeogenesis [27] was identified in the KEGG ‘Insulin signalling pathway’ (Additional files 2 and 6). 

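PKLR (ENSBTAG00000017056) had 316 ± 36.7 CPM (SD, n = 5) in MNEB and 193 ± 36.1 (SD, n = 6) in SNEB cows. Its log2 fold change was -0.71 (SE 0.13, adjusted p = 0.0407 from edgeR's quasi-likelihood test), and every SNEB cow lay below every MNEB cow. With each cow left out in turn, the log2 fold change stayed between -0.79 and -0.64 and the edgeR adjusted p under 0.1 in all 11 fits. Over the 10 alternatives the adjusted p ran from 0.000337 to 0.185, and the call was lost with flow cells B and C only (0.185).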

The KEGG pathway ‘Glycolysis/gluconeogeneis’ was not identified as over-represented. This indicates that, in feed-restricted SNEB animals, there was only a slight decrease in the rate of gluoneogenesis and that demands for carbon for this process were mostly being met by oxidation of NEFAs transported from adipose. There were no gene pathways to related to the 10-fold drop in liver glycogen in observed in SNEB cows even though genes coding for enzymes involved in glycogen metabolism (e.g. PYG, PHK) were detected as expressed in the KEGG ‘Insulin signalling pathway’ (Additional file 6). Major changes in transcription of genes controlling glycogenolysis may have occurred prior to collection of liver tissue for RNA extraction.

### Uncoupling of the GH/IGF1 axis

Although pathways related to the GH/IGF1 axis were not identified as overrepresented among the SDE genes identified by RNA-seq, several genes within in this pathway were detected as SDE (*GHR −*1.6-fold, *IGFALS −*5-fold, *IGF1* -5-fold) (Additional file 2). 

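IGF1 (ENSBTAG00000011082) had 40.3 ± 12.9 CPM (SD, n = 5) in MNEB and 7.86 ± 6.18 (SD, n = 6) in SNEB cows, a log2 fold change of -2.40 (SE 0.39, adjusted p = 0.0142 from edgeR's quasi-likelihood test). IGFALS (ENSBTAG00000033299) had 204 ± 103 and 40.7 ± 34.2 CPM, a log2 fold change of -2.34 (SE 0.52, edgeR adjusted p = 0.0956). For both genes the SNEB cows lay below every MNEB cow. GHR (ENSBTAG00000001335) had 331 ± 78.8 and 215 ± 51.5 CPM, a log2 fold change of -0.62 (SE 0.19, edgeR adjusted p = 0.251), and its groups overlapped. IGF1 kept an adjusted p under 0.1 in each of the 11 fits that left out 1 cow, IGFALS in 3 and GHR in 0. Over the 10 alternatives IGF1 kept its call (adjusted p up to 0.0526), and IGFALS lost its call with flow cells B and C only (0.171). Without the MNEB cow of library 3, which had 386 CPM of IGFALS, the log2 fold change of that gene was -1.99 (edgeR adjusted p = 0.183), and its adjusted p ran from 0.0479 to 0.198 over the 11 fits. GHR passed with the original DESeq test written again (adjusted p = 0.0182) and with the replicate number as a block (0.0501), and not with DESeq2 (adjusted p = 0.102), and its adjusted p ran from 0.0182 to 0.556 over the alternatives.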

The KEGG ‘p53 signalling pathway’, which is related to stress and includes *IGF1*, was overrepresented (Table 3). Hepatic expression of *IGF1, GHR* and *IGFALS* is well known to be reduced in SNEB cows and has been previously described [9,11]. Interestingly, for the same total RNA samples, *IGF1* was detected as SDE by both RNA-seq and qPCR but not by microarray (Additional file 3) [11], even though the amount of blood *IGF1*, which is made mainly in the liver, was significantly reduced in SNEB cows. Microarray also failed to detect *GHR* as SDE. However, our microarray study did, whereas our RNA-seq study did not, identify *IGFBP2* and *IGFBP3* (genes encoding *IGF1* binding proteins) as SDE (≤2-fold) in SNEB cow liver.

### TAG accumulation and increased blood NEFA

Increased TAG accumulation in the liver was reflected by overrepresentation of the KEGG ‘PPAR signalling pathway’ (Table 2, Figure 3) as angiopoietin-like 4 gene (PGAR (KEGG pathway map, Figure 3) = *ANGPTL4* (SDE gene list, Additional file 2) was upregulated in this pathway. 

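ANGPTL4 (ENSBTAG00000002473) had 204 ± 115 CPM (SD, n = 5) in MNEB and 529 ± 66.7 (SD, n = 6) in SNEB cows. The log2 fold change was 1.38 (SE 0.27, adjusted p = 0.0456 from edgeR's quasi-likelihood test), and every SNEB cow lay above every MNEB cow. It kept an adjusted p under 0.1 in 8 of the 11 fits that left out 1 cow, and without the MNEB cow of library 6 the edgeR adjusted p was 0.147, the highest in a range from 0.00661. The call was also lost with flow cells B and C only (adjusted p = 0.216, the highest of the 10 alternatives).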

Angiopoietin-like protein 4 has emerged as a key regulator of plasma cholesterol, triglyceride, and NEFA concentrations and, in cattle, is most highly expressed in the liver and adipose [28]. The upregulation of *ANGPTL4* due to fasting, corresponding to the SNEB condition, was also reported in adipose tissues of lactating goats [29]. Upregulation of *ANGPTL4*, which is stimulated by PPAR agonists, leads to inhibition of lipoprotein lipase activity in adipose, reduced VLDL-TAG utilisation, and increased lipolysis. This gene was previously identified by microarray to be up-regulated in the liver of induced ketosis cows [10] and SNEB cows [11] and it was proposed that increased *ANGPTL4* serves as a signal for lipolysis and contributes to sustained release of NEFA and lipid accumulation in the liver [10].

### Oxidation of NEFAs and ketogenesis

Due to the higher amount of NEFAs in the blood of SNEB animals, we were expecting changes in expression of genes to reflect increased oxidation of fatty acids in SNEB animals. However, although eight of the nine fatty acid oxidation genes in the KEGG PPAR signalling pathway were detected, none were SDE (Additional file 2). Acetyl-CoA carboxylase beta (*ACACB*) which is thought to control fatty acid oxidation was SDE (upregulated 3-fold) in RNA-seq but not picked up in the pathway analysis. 

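ACACB (ENSBTAG00000022058) had 9.39 ± 4.54 CPM (SD, n = 5) in MNEB and 31.3 ± 24.0 (SD, n = 6) in SNEB cows, on 10 to 48 and 16 to 229 reads per cow. SNEB cows ranged from 3.81 to 68.1 CPM, and the groups overlapped. The log2 fold change was 1.72 (SE 0.57), and the difference did not pass edgeR's quasi-likelihood test (adjusted p = 0.320). It passed with DESeq2 (adjusted p = 0.0674) and with the original DESeq test written again (adjusted p = 0.000330), within a range of 0.000330 to 0.568 over the alternatives. edgeR called the gene in 1 of the 11 fits that left out 1 cow. That was without the SNEB cow of library 11, the lowest of its group (log2 fold change 1.96, edgeR adjusted p = 0.0954). In the other fits the adjusted p was up to 0.522.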

KEGG PPAR signalling pathway is also involved in ketogenesis but, although the main gene involved in this (*HMGCS2*) was detected, it was not identified as SDE. This may be because at the time of slaughter there was little difference in the rate of oxidation and ketogenesis between the two groups, or that there were differences but not at the level of transcription. *OLR1* (oxidized low density lipoprotein (lectin-like) receptor 1) is included in the KEGG PPAR signalling pathway and was detected as upregulated (although read counts were very low for this gene). 

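OLR1 (ENSBTAG00000004547) was counted with 1 to 12 reads per MNEB cow and 5 to 33 reads per SNEB cow, which is 1.19 ± 1.04 CPM (SD, n = 5) and 4.92 ± 1.66 (SD, n = 6). The log2 fold change was 1.94 (SE 0.46, adjusted p = 0.113 from edgeR's quasi-likelihood test). The adjusted p was 0.0190 with DESeq2, within a range of 0.0148 to 0.350 over the alternatives, and the groups overlapped. The overlap came from the MNEB cow of library 2, at 2.94 CPM against a lowest SNEB value of 2.68. Without that cow the log2 fold change was 2.71 (edgeR adjusted p = 0.0192). The gene was called in 2 of the 11 fits that left out 1 cow, with an adjusted p from 0.0192 to 0.268.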

The protein encoded by *OLR1* binds, internalizes and degrades oxidized low-density lipoprotein (oxLDL) and is thought to have a role in lowering systemic oxidative stress by removal of oxLDL from blood.

### Impaired PUFA synthesis

The most SDE gene we identified by RNA-seq was *FADS2* (previously named Δ6 desaturase) which was down-regulated in SNEB animals (Figure 3, Additional files 2) and featured in 3 of the nine ≥2-fold KEGG pathways (α-Linolenic acid metabolism, Biosynthesis of unsaturated fatty acids, and PPAR signalling) (Additional file 5). 

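FADS2 (ENSBTAG00000015505) had 983 ± 85.0 CPM (SD, n = 5) in MNEB and 221 ± 159.6 (SD, n = 6) in SNEB cows, on at least 1585 and 255 reads per cow. The log2 fold change was -2.15 (SE 0.34, adjusted p = 0.0129 from edgeR's quasi-likelihood test), and every SNEB cow lay below every MNEB cow. The gene ranked 21 by p-value in edgeR and 1 in the original DESeq test written again. The spread in SNEB cows came mostly from the cow of library 11, which had 530.3 CPM where the next highest had 245. Without that cow the log2 fold change was -2.63 (edgeR adjusted p = 6.73e-05), and over the 11 fits that left out 1 cow the adjusted p ran from 6.73e-05 to 0.0396. Over the 10 alternatives it was at most 0.0866.

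**Figure D1:**
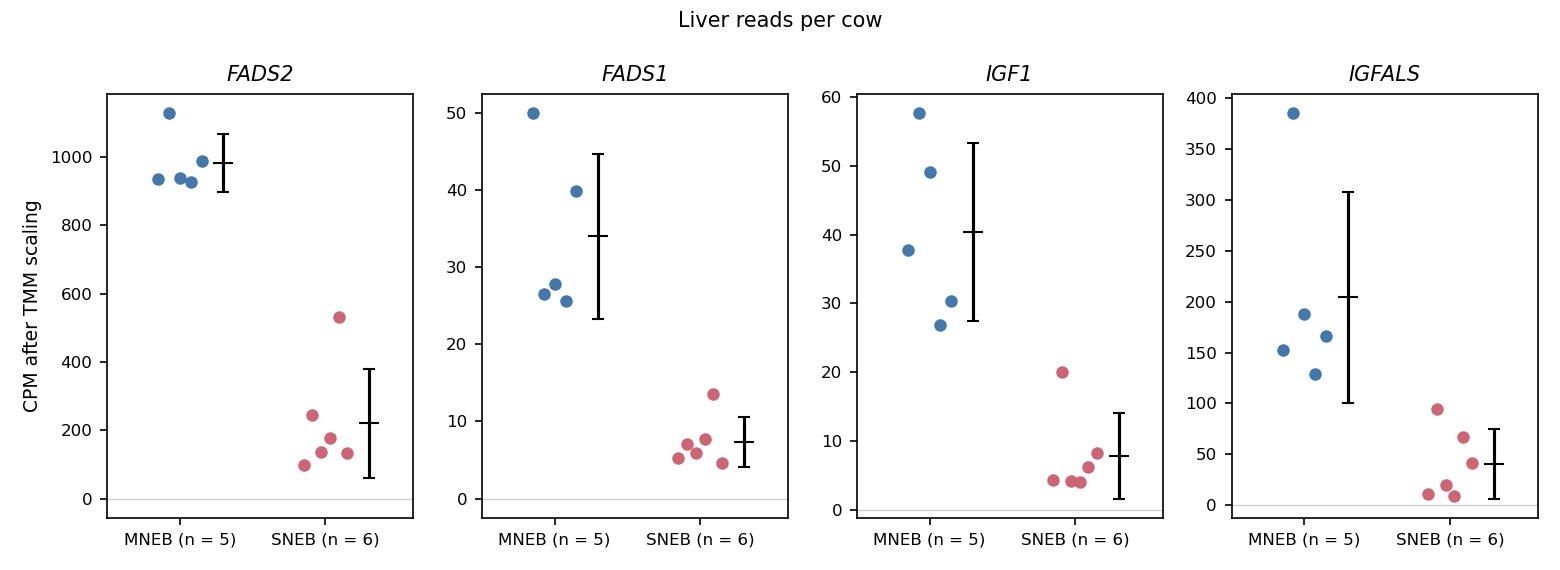
CPM after TMM scaling (y axes, linear, a scale of its own for each gene) of FADS2, FADS1, IGF1 and IGFALS in liver of MNEB and SNEB cows. Each point is 1 cow and the bar beside the points is the mean ± SD. For each of the genes the SNEB cows lie below all MNEB cows, and 1 SNEB cow, at 530.3 CPM, stands above the others in FADS2.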

*FADS1* was also shown to be down-regulated in SNEB animals (Additional files 2). 

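FADS1 (ENSBTAG00000022294) had 34.0 ± 10.7 CPM (SD, n = 5) in MNEB and 7.38 ± 3.25 (SD, n = 6) in SNEB cows, on 47 to 204 and 11 to 57 reads per cow. The log2 fold change was -2.19 (SE 0.28, adjusted p = 0.00538 from edgeR's quasi-likelihood test, rank 5). The cow of library 11 was again the highest of the SNEB cows, at 13.6 CPM. The call held in each of the 11 fits that left out 1 cow, with an adjusted p of at most 0.0187, and over the 10 alternatives, with at most 0.0409. From the fall of both desaturase genes, which act in sequence on the way to arachidonic and eicosapentaenoic acid, the paper proposes that reduced synthesis of these long chain fatty acids in SNEB cows may contribute to poor fertility.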

*FADS1* and *FADS2* were previously identified by microarray as downregulated in liver of cows with induced clinical ketosis (days 9–14 post partum) [10]. However, in our microarray study, *FADS2*, but not *FADS1*, was identified as SDE. *FADS2* catalyses the initial desaturation step of α-linolenic acid (C18:3) and linoleic acid (C18:2) in the enzyme cascade that ultimately leads, via *FADS1*, to synthesis of the long chain polyunsaturated fatty acids (LC-PUFAs) arachidonic acid (C20:4) and eicosapentaenoic acid (C20:5). Synthesis of LC-PUFAs arachidonic acid and eicosapentaenoic acid mainly occurs in the liver and adipose [30] and suppression of their synthesis in SNEB cows may contribute to the poor fertility in high-yielding dairy herds. It was recently reported that polymorphisms in *FADS1* and *FADS2* were associated with reduced serum arachidonic levels in humans [31]. Also, deletion of *FADS2* gene expression in mice leads to sterility in both male and female mice without affecting their viability [32].

### Unexpected overrepresentation of KEGG pathway ‘steroid hormone biosynthesis’

One of the most interesting findings of our RNA-seq study was that the KEGG pathway ‘Steroid hormone biosynthesis’ (Table 2, Figure 4) showed the most significant association with ≥2-fold SDE genes in SNEB animals. This is unexpected as, under normal conditions, steroid hormone biosynthesis occurs almost exclusively in the adrenal glands and gonads, whereas liver is the site for steroid hormone inactivation. Four genes were changed in this pathway. *CYP11A1* was up-regulated while *UGT2a1*, *SULTE1* and *CYP7A1* were down-regulated. 

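CYP11A1 (ENSBTAG00000006934) had 132 ± 37.8 CPM (SD, n = 5) in MNEB and 345 ± 79.6 (SD, n = 6) in SNEB cows. The log2 fold change was 1.38 (SE 0.20, adjusted p = 0.00953 from edgeR's quasi-likelihood test), and the call held in each of the 11 fits that left out 1 cow and over the 10 alternatives (adjusted p up to 0.0728). The other genes of the pathway fell, by less than their spread allowed edgeR to call. UGT2A3 (ENSBTAG00000004040), the UGT2A gene that Additional file 2 lists, had 145 ± 58.7 and 69.2 ± 32.7 CPM and a log2 fold change of -1.05 (SE 0.33, edgeR adjusted p = 0.290). CYP7A1 (ENSBTAG00000005287) had 176 ± 146 and 66.5 ± 47.9, with MNEB cows between 24.9 and 341, and a log2 fold change of -1.39 (SE 0.62, edgeR adjusted p = 0.563). SULT1E1 (ENSBTAG00000011952) had 0 to 59 reads per MNEB cow and 1 to 20 per SNEB cow, and a log2 fold change of -1.16 (SE 0.74, edgeR adjusted p = 0.740). Most of the SULT1E1 change came from the MNEB cow of library 5, and the log2 fold change was -0.37 without that cow and -0.21 with flow cells B and C only. With the original DESeq test written again, the adjusted p was 0.000216 for UGT2A3, 4.12e-08 for CYP7A1 and 0.0815 for SULT1E1. DESeq2 gave 0.0895, 0.584 and 0.793, and the highest values over the alternatives were 0.673, 0.941 and 0.999.

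**Figure D2:**
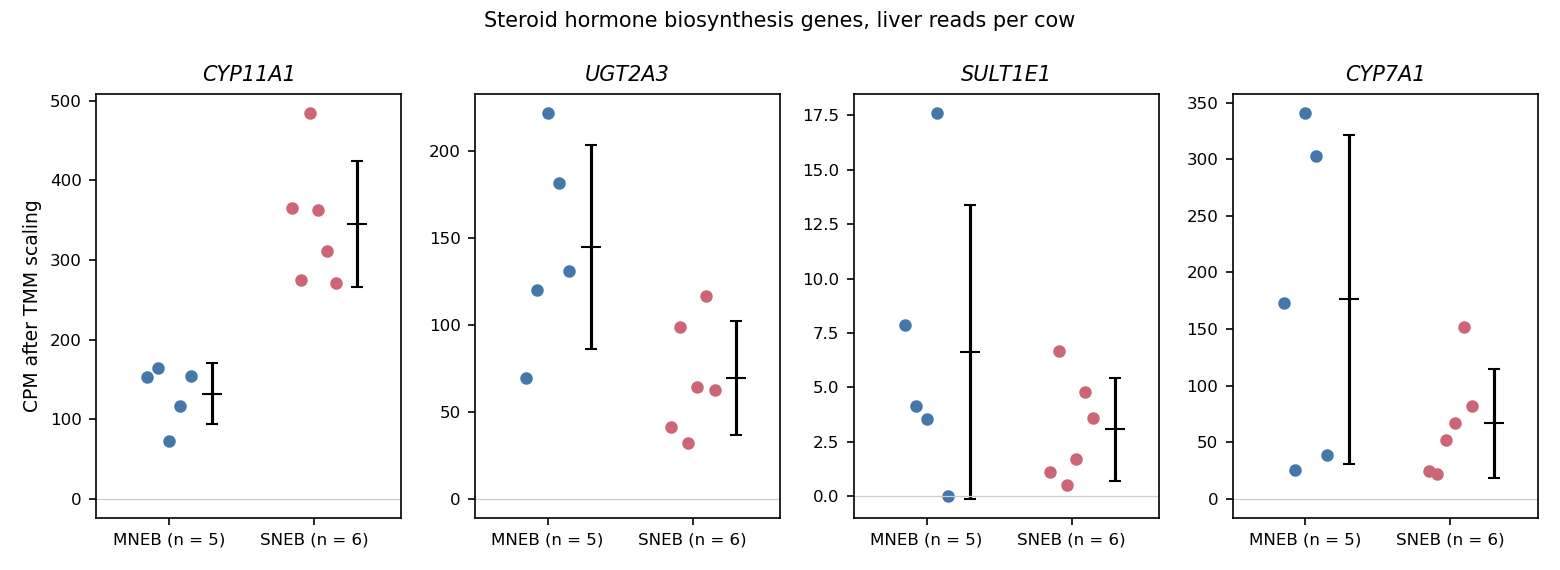
CPM after TMM scaling (y axes, linear, a scale of its own for each gene) of CYP11A1, UGT2A3, SULT1E1 and CYP7A1 in liver of MNEB and SNEB cows. Each point is 1 cow and the bar beside the points is the mean ± SD. CYP11A1 is higher in every SNEB cow than in every MNEB cow, and the groups overlap in the other genes.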

*CYP11A1* was also identified as SDE in SNEB cow liver in our microarray study [11] but not in the liver of induced ketosis cows [10]. *CYP7A1*, *UGT2A1* and *SULT1E1* were not identified as SDE in either of those studies. *CYP7A1* catalyses the rate limiting step of conversion of cholesterol to bile acids and was also included in the KEGG pathway ‘Bile secretion’ which was overrepresented in the ≥2-fold SDE genes identified by RNA-seq (Table 2, Additional file 5). *UGT2A1* and *SULT1E1* inactivate oestrogens by glucuronidation and sulphation respectively, prior to their excretion. The down-regulation of these genes in the liver of SNEB animals indicates that bile synthesis and inactivation of oestrogens in liver is reduced in SNEB possibly to conserve cholesterol which was reduced in SNEB animals (Additional file 4). This also suggests that lower blood concentration of oestrodiol in preovulatory high yielding dairy cows may not be due to increased oestrogen inactivation in liver.

### CYP11A1, a novel gene in metabolic adaptations to post-partum bovine SNEB

Although we detected upregulation of *CYP11A1* in liver of SNEB cows in our microarray study, ‘Steroid hormone biosynthesis’ was not associated with the microarray SDE genes, probably because *CYP7A1*, *UGT2A1* and *SULTE1* were not identified as SDE, so the implications of upregulation of *CYP11A1* in SNEB cows were not discussed [11]. 

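Reads on CYP11A1 were counted in all 11 cows, 123 to 625 per MNEB cow and 660 to 2518 per SNEB cow, and in every lane, with lows of 123 and 454. Among the genes with at least 5 reads in a cow, its count lay at a percentile of 65.0 to 86.5 in MNEB and 93.8 to 98.1 in SNEB cows. Counts are not corrected for gene length.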

To the knowledge of the authors, other than in our own microarray study, expression of *CYP11A1* has not been previously described in adult cow liver. Other workers found *CYP11A1* to be undetectable by qPCR in the liver of adult cows and consequently used liver as a negative control for expression studies of *CYP11A1* in granulosa [33]. However, *CYP11A1* does appear to be expressed in foetal and juvenile cows [34]. Up-regulation of this gene is unexpected as it catalyses the initial step of conversion of cholesterol into pregnenolone which is then converted by *CYP17A1* to dehydroepiandrosterone (DHEA). DHEA is the precursor for a number of steroid hormones including oestrogen. Although other tissues, such as brain and foetal rat liver, also express the enzymes for steroid biosynthesis [35] these enzymes are not normally expressed in adult mammalian liver. Unexpected up-regulation of CYP11A1 was also observed in vitro in human hepatocytes after treatment with adenovirus expressing PGC-1 alpha [35] which is a key integrator of many of the signalling pathways that are induced in the liver and muscle upon fasting. In that study, *CYP17A1* was also upregulated and the authors proposed that DHEA (or one of its metabolites) in liver could be involved in a novel hepatic signalling pathway or may serve to protect hepatocytes from the increased oxidative state brought on by fasting. DHEA has been shown to protect endothelial cells from apoptosis. They also suggested that *CYP11A1* expression in feed restricted hepatocytes may be involved in regulation of cholesterol homeostasis as *CYP11A1* catalyses modifications on cholesterol to produce oxysterols which are known ligands for liver X receptors (LXRs). LXRs regulate cholesterol homeostasis and lipid metabolism. It would therefore be interesting to see if DHEA levels in SNEB cow liver are elevated. 

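ABCG8 (ENSBTAG00000016366) fell from 62.3 ± 43.3 CPM (SD, n = 5) in MNEB to 11.7 ± 4.71 (SD, n = 6) in SNEB cows, a log2 fold change of -2.43 (SE 0.48, adjusted p = 0.0456 from edgeR's quasi-likelihood test). RXRG (ENSBTAG00000016801) rose from 49.95 ± 23.9 to 141 ± 29.0, a log2 fold change of 1.49 (SE 0.27, edgeR adjusted p = 0.0326), and ARG2 (ENSBTAG00000001945) from 11.9 ± 3.78 to 42.5 ± 22.6, a log2 fold change of 1.86 (SE 0.36, edgeR adjusted p = 0.0449). These calls held in 9, 10 and 8 of the 11 fits that left out 1 cow. Over the 10 alternatives, RXRG kept its call (edgeR adjusted p up to 0.0958). ABCG8 and ARG2 lost theirs with the replicate number as a block (0.262 and 0.176) and with flow cells B and C only (0.185 and 0.166). The block takes no group difference from the SNEB cow of library 12, the highest in ARG2, which has no MNEB cow of its number. ACACA changed by -0.86 (SE 0.23, edgeR adjusted p = 0.182), CCL2 by 1.38 (SE 0.39, 0.213) and IL1RN by 0.78 (SE 0.19, 0.119) on the log2 scale and did not pass. DESeq2 called all 3, with adjusted p-values of 0.0349, 0.0523 and 0.0111, and over the alternatives these ran from 0.0186 to 0.379, from 0.0523 to 0.555 and from 0.00240 to 0.408.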

In both our microarray and RNA-seq study, SDE genes included in the IPA canonical signalling pathway ‘*LXR/RXR* activation’ were changed (*ABCG8*, *ACACA* (downregulated); *ARG*, *CCL2*, *IL1RN*, *RXRG* (upregulated)). In our RNA-seq data, many of the genes, including *CYP17A1*, in the KEGG pathway ‘Steroid hormone biosynthesis’ were not detected as expressed (Additional file 5). This may either be due to the fact that these genes are duplicated in the genome and thus reads were eliminated because they mapped to more than one locus (e.g. *CYP17A1* (human gene name) has an exact copy (*LOC784256*) at another position in the *Bos taurus* genome), transcript abundance was too low for detection, or that they are not expressed in the liver thus preventing complete synthesis of steroid hormones in this organ.

## Conclusions

RNA-seq analysis showed that the major changes at the level of transcription in the liver of SNEB cows were related to fat metabolism. Unexpectedly, one of the most significantly changed biological pathways was ‘Steroid hormone biosynthesis’ where *CYP11A1* was upregulated. In adult cows, this gene is normally only expressed in the adrenal glands and ovaries and not liver. *CYP11A1* is a potentially novel gene that may play a key role in metabolic adaptations to NEB in high-yielding dairy cows.

## Materials and methods

### Animal model

The animal model employed in this study has been described previously [9], and all procedures were carried out under license in accordance with the European Community Directive 86-609-EC. The nutritional and lactational management regime employed were designed to create significant divergence in the energy balance (EB) profiles of the cows in early lactation. In brief, multiparous Holstein-Friesian cows (n = 24) were blocked 2 wk prior to expected calving date according to parity, body condition score (BCS), and previous lactation yield (average lactation 6,477 ± 354 kg) and randomly allocated to mild (MNEB, n = 12) or severe (SNEB, n = 12) NEB groups. MNEB cows were fed *ad libitum* grass silage and 8 kg/day concentrates and milked once daily; SNEB cows were fed 25 kg/day silage and 4 kg/day concentrate and milked three times daily. Measurements of BCS and EB were used to select cows that showed extremes in EB from each group (MNEB, n = 5; SNEB, n = 6). Cows were slaughtered on days 6–7 of the first follicular wave after calving (mean number of days postpartum: MNEB mean 13.6 ± 0.75, range 11–15; SNEB mean 14.3 ± 0.56, range 13–16), based on daily transrectal ultrasonography.

### Collection of liver tissue for RNA and TAG analysis

The entire liver was removed within 15–30 min after slaughter and weighed. Samples weighing approximately 1 g were dissected, rinsed in RNase-free phosphate buffer, snap-frozen in liquid nitrogen, and stored at −80°C. For triacylglyceride (TAG) analysis, total lipids were extracted from 50 mg samples of liver as previously described [9].

### Blood sampling and metabolite assays

Stabilized (EDTA-treated) whole blood samples were collected on the day of slaughter by jugular venipuncture for haematological analysis. Blood samples were analyzed for glucose, NEFA, β-hydroxybutyrates (BHB), and urea using appropriate kits and an ABX Mira autoanalyser (ABX Mira, Cedex, France). All metabolite assay coefficients of variation were low and typically <5%.

### RNA extraction and quality analysis

Total RNA was prepared from 100–200 mg of fragmented frozen liver tissue using the TRIzol reagent (Sigma-Aldrich, Dorset, UK). Tissue samples were homogenized in 3 ml of TRIzol reagent and chloroform and subsequently precipitated using isopropanol (Sigma Chemical, Wicklow, Ireland). RNA samples were stored at −80°C. 20 μg of total RNA from each sample for genomic DNA contamination was treated with the RNase-free DNase set (QIAGEN, Crawley, West Sussex, UK) and purified it using the RNeasy mini kit in accordance with guidelines supplied (QIAGEN, Crawley, West Sussex, UK). RNA quality and quantity were assessed using automated capillary gel electrophoresis on a Bioanalyzer 2100 with RNA 6000 Nano Labchips according to manufacturer’s instructions (Agilent Technologies Ireland, Dublin, Ireland). Samples of RNA had 28 S/18 S ratios ranging from 1.8 to 2.0 and RNA integrity number values of between 8.0 and 10.0.

### Preparation and sequencing of polyA mRNA-seq ilumina libraries

polyA RNA was isolated from 5–10 ug total RNA with oligo(dT) beads using two rounds of oligo-dT purification. 5–10 ug RNA was fragmented with zinc fragmentase (Applied Biosystems, Warrington, UK), first strand cDNA synthesis was performed using the Invitrogen random hexamer primers and SuperScript II (Invitrogen)**,** second strand synthesis was performed using Invitrogen DNA Polymerase 1 (Invitrogen). End repair and polyadenylation were performed using NEB Next Tailing Module (New England Biolabs). ® End Repair Module and NEB Next dA- Illumina single read adapters were ligated to blunt ended, polyadenylated fragments with a NEB Quick ligation kit (New England Biolabs). Adapter-ligated cDNA fragment libraries were run on an Illumina GAII using version 3 sequencing kits and version 3 single read cluster generation kits.

### Read alignment

The reads from each of the lanes were aligned separately to the BCM4 genome assembly [23], using the ultrafast short read aligner, Bowtie (version 0.12.3) [24]. Fastq output files from the sequencer were used as input, specifying the following options: quality scores are ASCII characters equal to the Phred quality scores plus 64 (−−Solexa1.3-quals); the maximum number of mismatches allowed in the first 28 bases is 2 (−n 2, –l 28); suppressing all alignments for any read that has more then 1 reportable alignment (−m 1); retained alignments were reported in SAM format (−S).

### Read abundance calculation

The abundance of mRNAs for all annotated genes from the ENSEMBL v59 annotation of the bovine genome [36], was calculated using the software package HTseq (version 0.4.4p6) (http://sourceforge.net/projects/htseq/). The script HTseq-count provided with this package was used to count the number of reads that mapped to each annotated gene, allowing, in some cases, for reads to partially overlap with the exons and still be counted for that gene (i.e. -m union). As our sequencing analysis included technical replicates of individual samples, we summed the counts for all these lanes, resulting in a single count for each gene for each sample. The counts for all the samples were collated into one file and any gene with fewer than 5 reads in all samples was excluded from the subsequent statistical analysis of differential gene expression.

### Identification of SDE genes and pathway analysis

We identified SDE using DEseq (version 1.1.11) [21]. DEseq uses a generalisation of the Poisson model, the negative binomial distribution, to model biological and technical variance and test for differential expression between two experimental conditions. As there are nearly 30,000 genes annotated in the bovine genome, the statistical tests in each analysis were corrected for multiple testing using the Benjamini and Hochberg (BH) method [37] as implemented in R (version 2.12.0). All genes that were found to be SDE between the two experimental conditions (at an FDR p-value cut-off of 0.1) were retained for further analysis.

GOseq and KEGG pathway analysis tools were used to identify biological pathways that were significantly enriched in the data set of SDE genes (Table 2, Additional file 3). To facilitate this, reads were firstly converted to their human orthologs. GOseq specifically adjusts for the higher abundance of reads from long or highly expressed genes in RNA-seq experiments when assessing a gene list for over-representation of biological functions [22]. Genes were mapped to the KEGG database [38] for pathway analysis using GOseq [22].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MSM generated the RNA-seq libraries, co-ordinated the sequencing runs, helped with retrieval and analysis of data, carried out detailed interpretation of the pathway analysis, and prepared the main manuscript. SW extracted the RNA from NEB liver samples, conceived the idea of performing RNA-seq on the NEB RNA samples and contributed to the biological interpretation of the data and manuscript preparation. DL contributed to the bioinformatics of differential gene expression analysis and pathway analysis and writing and editing of the manuscript. DK, and DM co-ordinated tissue collection and RNA extraction from the NEB model, conducted metabolite studies on the model and contributed to the biological interpretation of the data and writing and editing of the manuscript. CC set up and performed the majority of the bioinformatics on the sequencing runs including data retrieval, read alignments, differential gene expression analysis, KEGG pathway analysis, data interpretation and co-wrote the main manuscript with MSM. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Table of number and assignment of reads for each flowcell lane. Click here for file

Additional file 2 Table SDE genes and their fold-change. Click here for file

Additional file 3 Comparison of microarray and RNA-seq SDE genes. Click here for file

Additional file 4 Graph of effect of SNEB compared to MNEB on blood concentrations of major NEB associated metabolites 1–14 days post-calving. Click here for file

Additional file 5 Maps of KEGG pathways (associated with ≥2 fold (FDR 0.1%) SDE genes) overrepresented in SNEB animals. Click here for file

Additional file 6 Maps of KEGG pathways associated with all SDE (FDR 0.1%) genes. Click here for file

## References

[B1] WathesDCChengZRChowdhuryWFenwickMAFitzpatrickRMorrisDGPattonJMurphyJJNegative energy balance alters global gene expression and immune responses in the uterus of postpartum dairy cowsPhysiol Genomics200939111310.1152/physiolgenomics.00064.200919567787PMC2747344

[B2] DrackleyJKADSA Foundation Scholar Award. Biology of dairy cows during the transition period: the final frontier?J Dairy Sci199982112259227310.3168/jds.S0022-0302(99)75474-310575597

[B3] PullenDLLiesmanJSEmeryRSA species comparison of liver slice synthesis and secretion of triacylglycerol from nonesterified fatty-acids in mediaJ Anim Sci199068513951399236565110.2527/1990.6851395x

[B4] ReynoldsCKAikmanPCLupoliBHumphriesDJBeeverDESplanchnic metabolism of dairy cows during the transition from late gestation through early lactationJournal of Dairy Science20038641201121710.3168/jds.S0022-0302(03)73704-712741545

[B5] MorrisDGWatersSMMcCarthySDPattonJEarleyBFitzpatrickRMurphyJJDiskinMGKennyDABrassAPleiotropic effects of negative energy balance in the postpartum dairy cow on splenic gene expression: repercussions for innate and adaptive immunityPhysiol Genomics2009391283710.1152/physiolgenomics.90394.200819567785PMC2747343

[B6] PickettMMPiepenbrinkMSOvertonTREffects of propylene glycol or fat drench on plasma metabolites, liver composition, and production of dairy cows during the periparturient periodJ Dairy Sci20038662113212110.3168/jds.S0022-0302(03)73801-612836948

[B7] WathesDCFenwickMChengZBourneNLlewellynSMorrisDGKennyDMurphyJFitzpatrickRInfluence of negative energy balance on cyclicity and fertility in the high producing dairy cowTheriogenology200768s232s2411747531910.1016/j.theriogenology.2007.04.006

[B8] LoorJJGenomics of metabolic adaptations in the peripartal cowAnimal2010471110113910.1017/S175173111000096022444613

[B9] FenwickMAFitzpatrickRKennyDADiskinMGPattonJMurphyJJWathesDCInterrelationships between negative energy balance (NEB) and IGF regulation in liver of lactating dairy cowsDomest Anim Endocrinol2008341314410.1016/j.domaniend.2006.10.00217137745

[B10] LoorJJEvertsREBionazMDannHMMorinDEOliveiraRRodriguez-ZasSLDrackleyJKLewinHANutrition-induced ketosis alters metabolic and signalling gene networks in liver of periparturient dairy cowsPhysiol. Genomics20073210511610.1152/physiolgenomics.00188.200717925483

[B11] McCarthySDWatersSMKennyDADiskinMGFitzpatrickRPattonJWathesDCMorrisDGNegative energy balance and hepatic gene expression patterns in high-yielding dairy cows during the early postpartum period: a global approachPhysiol Genomics201042A318819910.1152/physiolgenomics.00118.201020716645PMC3008362

[B12] HuangWKhatibHComparison of transcriptomic landscapes of bovine embryos using RNA-SeqBMC Genomics20101171110.1186/1471-2164-11-71121167046PMC3019235

[B13] MortazaviAWilliamsBAMcCueKSchaefferLWoldBMapping and quantifying mammalian transcriptomes by RNA-SeqNat Methods20085762162810.1038/nmeth.122618516045PMC13303166

[B14] WangZGersteinMSnyderMRNA-Seq: a revolutionary tool for transcriptomicsNat Rev Genet2009101576310.1038/nrg248419015660PMC2949280

[B15] KimTKHembergMGrayJMCostaAMBearDMWuJHarminDALaptewiczMBarbara-HaleyKKuerstenSWidespread transcription at neuronal activity-regulated enhancersNature2010465729518218710.1038/nature0903320393465PMC3020079

[B16] SultanMSchulzMHRichardHMagenAKlingenhoffAScherfMSeifertMBorodinaTSoldatovAParkhomchukDA global view of gene activity and alternative splicing by deep sequencing of the human transcriptomeScience2008321589195696010.1126/science.116034218599741

[B17] CánovasARinconGIslas-TrejoAWickramasingheSMedranoJF(2010) SNP discovery in the bovine milk transcriptome using RNA-Seq technologyMamm Genome20102111–125925982105779710.1007/s00335-010-9297-zPMC3002166

[B18] MaherCAPalanisamyNBrennerJCCaoXKalyana-SundaramSLuoSKhrebtukovaIBarretteTRGrassoCYuJChimeric transcript discovery by paired-end transcriptome sequencingProc Natl Acad Sci U S A200910630123531235810.1073/pnas.090472010619592507PMC2708976

[B19] OshlackARobinsonMDYoungMDFrom RNA-seq reads to differential expression resultsGenome Biol2010111222010.1186/gb-2010-11-12-22021176179PMC3046478

[B20] GarberMGrabherrMGGuttmanMTrapnellCComputational methods for transcriptome annotation and quantification using RNA-seqNat Methods20118646947710.1038/nmeth.161321623353

[B21] AndersSHuberWDifferential expression analysis for sequence count dataGenome Biol20101110R10610.1186/gb-2010-11-10-r10620979621PMC3218662

[B22] YoungMDWakefieldMJSmythGKOshlackAGene ontology analysis for RNA-seq: accounting for selection biasGenome Biol2010112R1410.1186/gb-2010-11-2-r1420132535PMC2872874

[B23] ElsikCGTellamRLWorleyKCGibbsRAMuznyDMWeinstockGMAdelsonDLEichlerEEElnitskiLGuigoRThe genome sequence of taurine cattle: a window to ruminant biology and evolutionScience200932459265225281939004910.1126/science.1169588PMC2943200

[B24] LangmeadBTrapnellCPopMSalzbergSLUltrafast and memory-efficient alignment of short DNA sequences to the human genomeGenome Biol2009103R2510.1186/gb-2009-10-3-r2519261174PMC2690996

[B25] RamskoldDWangETBurgeCBSandbergRAn abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence dataPLoS Comput Biol2009512e100059810.1371/journal.pcbi.100059820011106PMC2781110

[B26] AschenbachJRKristensenNBDonkinSSHammonHMPennerGBGluconeogenesis in dairy cows: the secret of making sweet milk from sour doughIubmb Life2010621286987710.1002/iub.40021171012

[B27] PershingRAMooreSDDingesACThatcherWWBadingaLShort communication: hepatic gene expression for gluconeogenic enzymes in lactating dairy cows treated with bovine somatotropinJournal of Dairy Science200285350450610.3168/jds.S0022-0302(02)74101-511949852

[B28] MamedovaLKRobbinsKJohnsonBJBradfordBJTissue expression of angiopoietin-like protein 4 in cattleJ Anim Sci201088112413010.2527/jas.2009-225819783696

[B29] FaulconnierYChilliardYMontazer TorbatiMBLerouxCThe transcriptomic profiles of adipose tissues are modified by feed deprivation in lactating goatsComparative Biochemistry and Physiology, Part D20116213914910.1016/j.cbd.2010.12.00221256818

[B30] JacobiSKLinXCorlBAHessHAHarrellRJOdleJDietary arachidonate differentially alters desaturase-elongase pathway flux and gene expression in liver and intestine of suckling pigsJ Nutr2011141454855310.3945/jn.110.12711821310868

[B31] LattkaEIlligTKoletzkoBHeinrichJGenetic variants of the FADS1 FADS2 gene cluster as related to essential fatty acid metabolismCurr Opin Lipidol2010211646910.1097/MOL.0b013e3283327ca819809313

[B32] StoffelWHolzBJenkeBBinczekEGunterRHKissCKarakesisoglouIThevisMWeberAAArnholdSDelta6-desaturase (FADS2) deficiency unveils the role of omega3- and omega6-polyunsaturated fatty acidsEMBO J200827172281229210.1038/emboj.2008.15619172737PMC2529369

[B33] VanselowJSpitschakMNimzMFurbassRDNA methylation is not involved in preovulatory down-regulation of CYP11A1, HSD3B1, and CYP19A1 in bovine follicles but may have a role in permanent silencing of CYP19A1 in large granulosa lutein cellsBiol Reprod201082228929810.1095/biolreprod.109.07925119794152

[B34] Bovine gene atlashttp://bovine atlas.msstate.edu

[B35] GrasfederLLGaillardSHammesSRIlkayevaONewgardCBHochbergRBDwyerMAChangCYMcDonnellDPFasting-induced hepatic production of DHEA is regulated by PGC-1alpha, ERRalpha, and HNF4alphaMol Endocrinol20092381171118210.1210/me.2009-002419389810PMC2718748

[B36] FlicekPAkenBLBallesterBBealKBraginEBrentSChenYClaphamPCoatesGFairleySEnsembl's 10th yearNucleic Acids Res201038D557D56210.1093/nar/gkp97219906699PMC2808936

[B37] BenjaminiYHochbergYControlling the false discovery rate - a practical and powerful approach to multiple testingJournal of the Royal Statistical Society Series B-Methodological1995571289300

[B38] KEGG pathway data basehttp://www.genome.jp/kegg/pathway.html

# Supplementary material for: RNA-seq analysis of differential gene expression in liver from lactating dairy cows divergent in negative energy balance
**Source:** BMC Genomics. 2012 May 20;13:193. doi: 10.1186/1471-2164-13-193
**Supplement:** Additional file 1 — Table of number and assignment of reads for each flowcell lane.

**Additional File 1** Assignment of reads for each lane.

| **FlowCell** | **Lane** | **Sample** | **Group** | **Raw Reads** | **Failed to align** | **Aligned to multiple positions** | **Accepted Alignments** | **Reads removed because of possible PCR bias** | **Reads retained** | **Reads Mapped to annotated exons** | **Reads mapped to exon-exon junctions** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 1 | 1 | MNEB | 15,562,688 | 3,239,348 | 2,579,369 | 9,743,971 | 5,566,128 | 4,177,843 | 2,211,875 | 317,205 |
| 1 | 2 | 1 | MNEB | 15,760,306 | 3,198,686 | 2,633,205 | 9,928,415 | 5,688,955 | 4,239,460 | 2,224,880 | 327,114 |
| 1 | 3 | 5 | MNEB | 15,603,465 | 3,519,875 | 2,488,576 | 9,595,014 | 5,336,584 | 4,258,430 | 2,147,404 | 272,662 |
| 1 | 4 | 5 | MNEB | 6,388,721 | 1,389,362 | 1,019,957 | 3,979,402 | 1,867,863 | 2,111,539 | 1,221,833 | 142,028 |
| 1 | 5 | 10 | SNEB | 15,611,292 | 3,181,301 | 2,590,556 | 9,839,435 | 5,382,352 | 4,457,083 | 2,304,002 | 289,430 |
| 1 | 7 | 10 | SNEB | 15,743,036 | 3,212,743 | 2,612,481 | 9,917,812 | 5,430,993 | 4,486,819 | 2,306,798 | 287,241 |
| 1 | 8 | 10 | SNEB | 14,433,338 | 2,941,620 | 2,369,327 | 9,122,391 | 4,918,264 | 4,204,127 | 2,241,342 | 269,937 |
| 2 | 1 | 12 | SNEB | 11,224,326 | 2,381,028 | 1,949,177 | 6,894,121 | 3,882,248 | 3,011,873 | 1,658,352 | 218,243 |
| 2 | 2 | 6 | MNEB | 12,276,914 | 2,784,074 | 1,935,876 | 7,556,964 | 4,162,552 | 3,394,412 | 1,807,515 | 279,983 |
| 2 | 3 | 2 | MNEB | 13,188,370 | 2,661,447 | 2,235,379 | 8,291,544 | 4,361,992 | 3,929,552 | 2,002,035 | 278,150 |
| 2 | 4 | 7 | SNEB | 13,547,188 | 2,822,735 | 2,667,321 | 8,057,132 | 4,171,044 | 3,886,088 | 2,009,696 | 263,442 |
| 2 | 5 | 9 | SNEB | 13,555,104 | 2,561,920 | 2,366,808 | 8,626,376 | 4,922,855 | 3,703,521 | 1,869,837 | 231,470 |
| 2 | 7 | 11 | SNEB | 13,181,523 | 2,667,150 | 2,259,413 | 8,254,960 | 4,518,092 | 3,736,868 | 1,943,947 | 287,517 |
| 2 | 8 | 4 | MNEB | 12,730,893 | 2,659,701 | 2,029,408 | 8,041,784 | 4,504,898 | 3,536,886 | 1,774,011 | 240,343 |
| 3 | 1 | 2 | MNEB | 12,042,460 | 2,488,591 | 1,908,460 | 7,645,409 | 4,030,278 | 3,615,131 | 2,003,287 | 231,920 |
| 3 | 2 | 3 | MNEB | 13,926,450 | 2,792,016 | 2,387,701 | 8,746,733 | 5,023,823 | 3,722,910 | 1,994,076 | 259,727 |
| 3 | 3 | 6 | MNEB | 14,213,294 | 2,985,164 | 2,249,916 | 8,978,214 | 5,092,229 | 3,885,985 | 2,144,462 | 296,221 |
| 3 | 4 | 7 | SNEB | 14,363,214 | 2,954,315 | 2,764,699 | 8,644,200 | 4,653,818 | 3,990,382 | 2,194,442 | 252,194 |
| 3 | 6 | 8 | SNEB | 14,862,278 | 3,114,354 | 2,428,429 | 9,319,495 | 5,063,329 | 4,256,166 | 2,334,234 | 292,153 |
| 3 | 7 | 11 | SNEB | 14,671,705 | 2,896,942 | 2,470,061 | 9,304,702 | 5,251,104 | 4,053,598 | 2,204,508 | 290,920 |
| 3 | 8 | 12 | SNEB | 14,072,947 | 2,763,059 | 2,469,894 | 8,839,994 | 5,237,608 | 3,602,386 | 2,076,201 | 243,862 |
|  |  |  | **Average** | 13,664,739 | 2,819,782 | 2,305,524 | 8,539,432 | 4,717,477 | 3,821,955 | 2,032,130 | 265,322 |

# Supplementary material for: RNA-seq analysis of differential gene expression in liver from lactating dairy cows divergent in negative energy balance
**Source:** BMC Genomics. 2012 May 20;13:193. doi: 10.1186/1471-2164-13-193

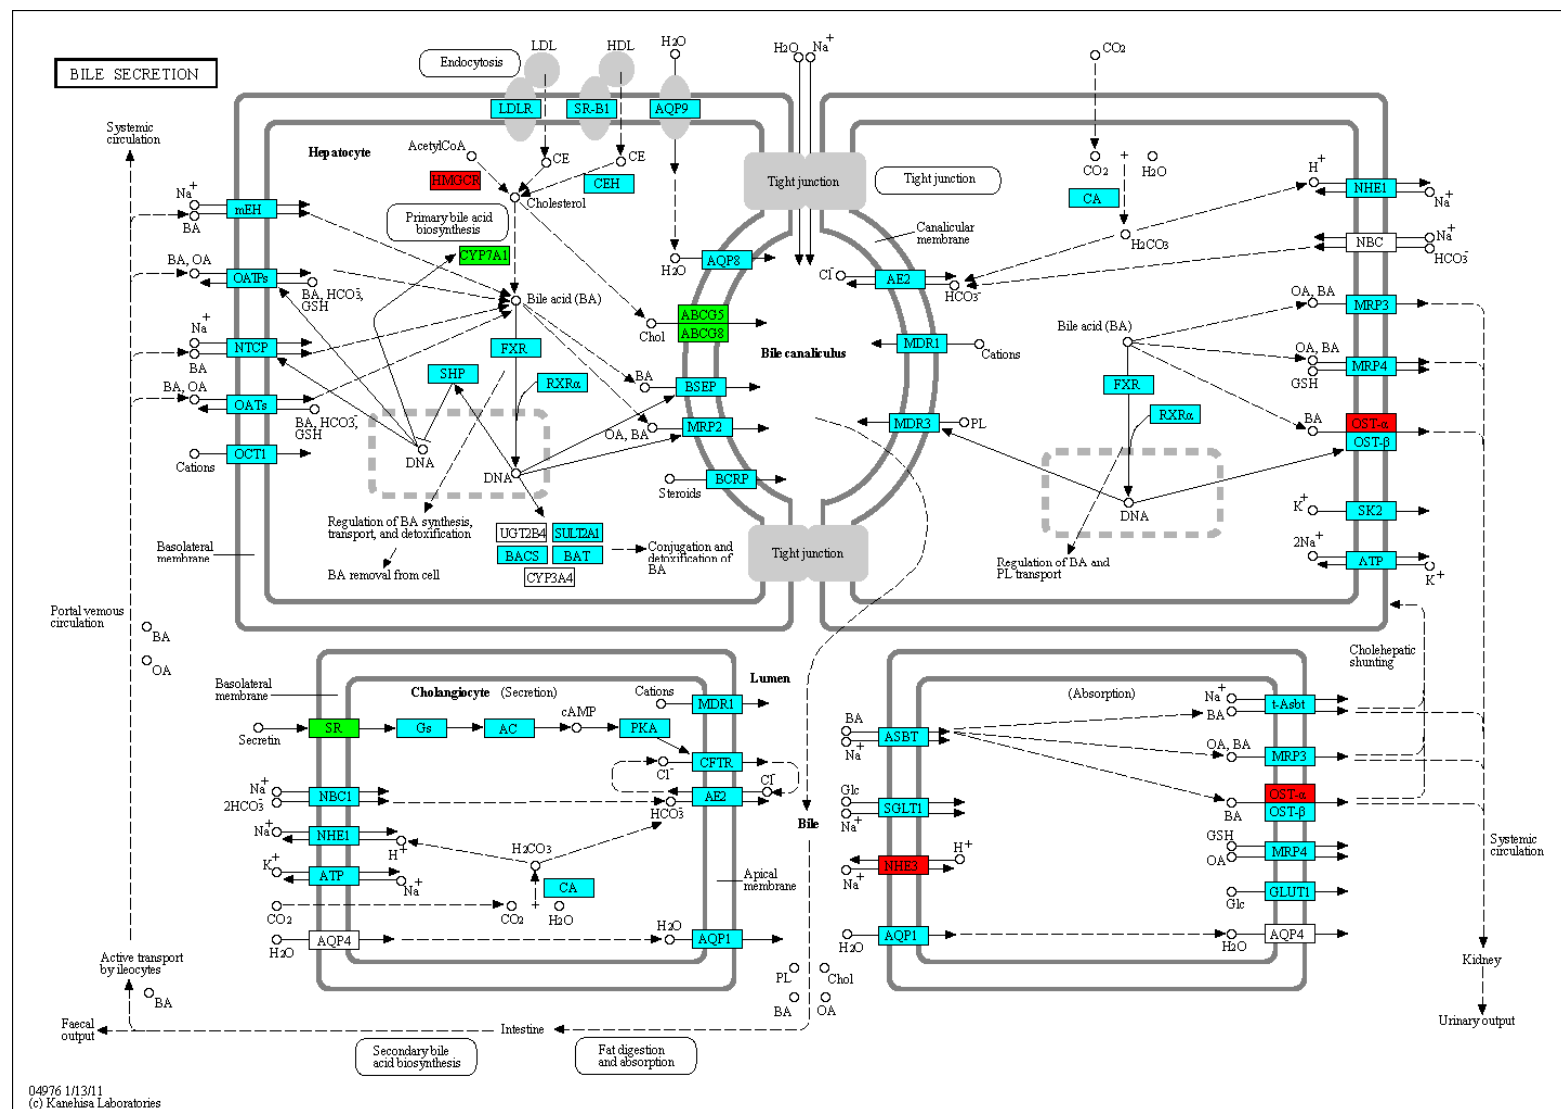

## STEROID HORMONE BIOSYNTHESIS

# MATURITY ONSET DIABETES OF THE YOUNG

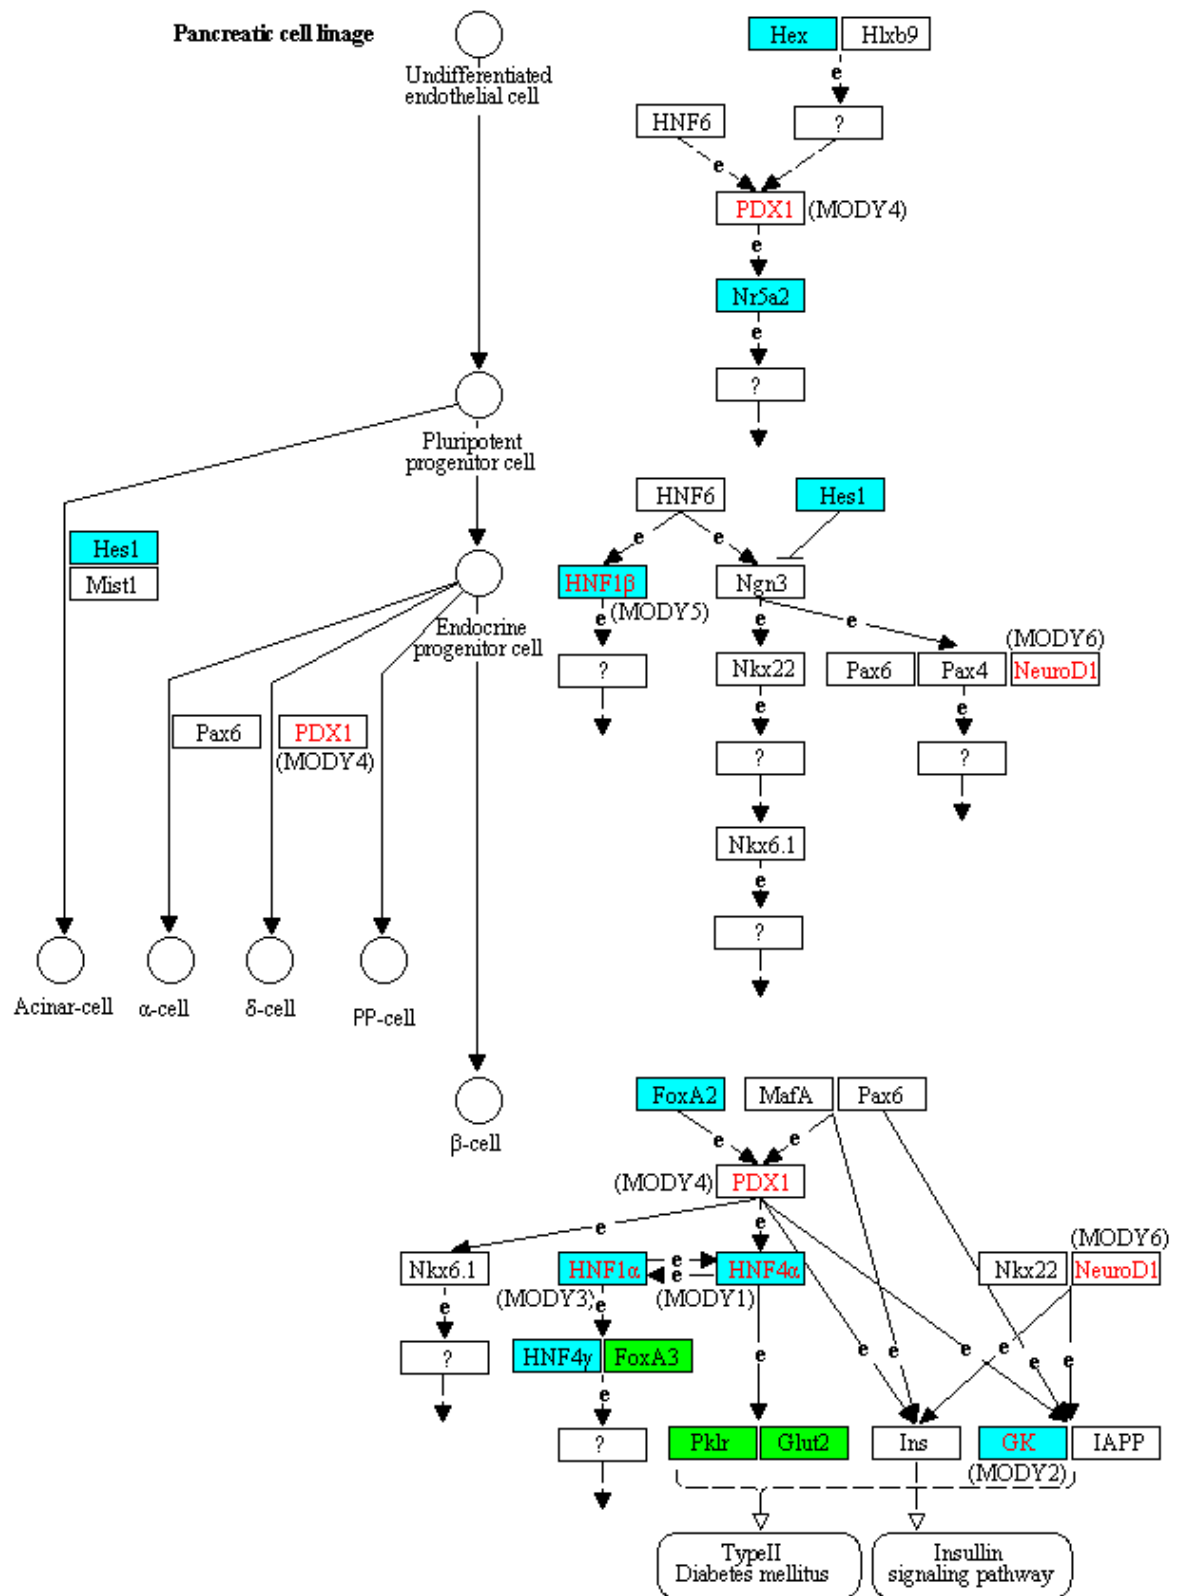

# NITROGEN METABOLISM: REDUCTION AND FIXATION

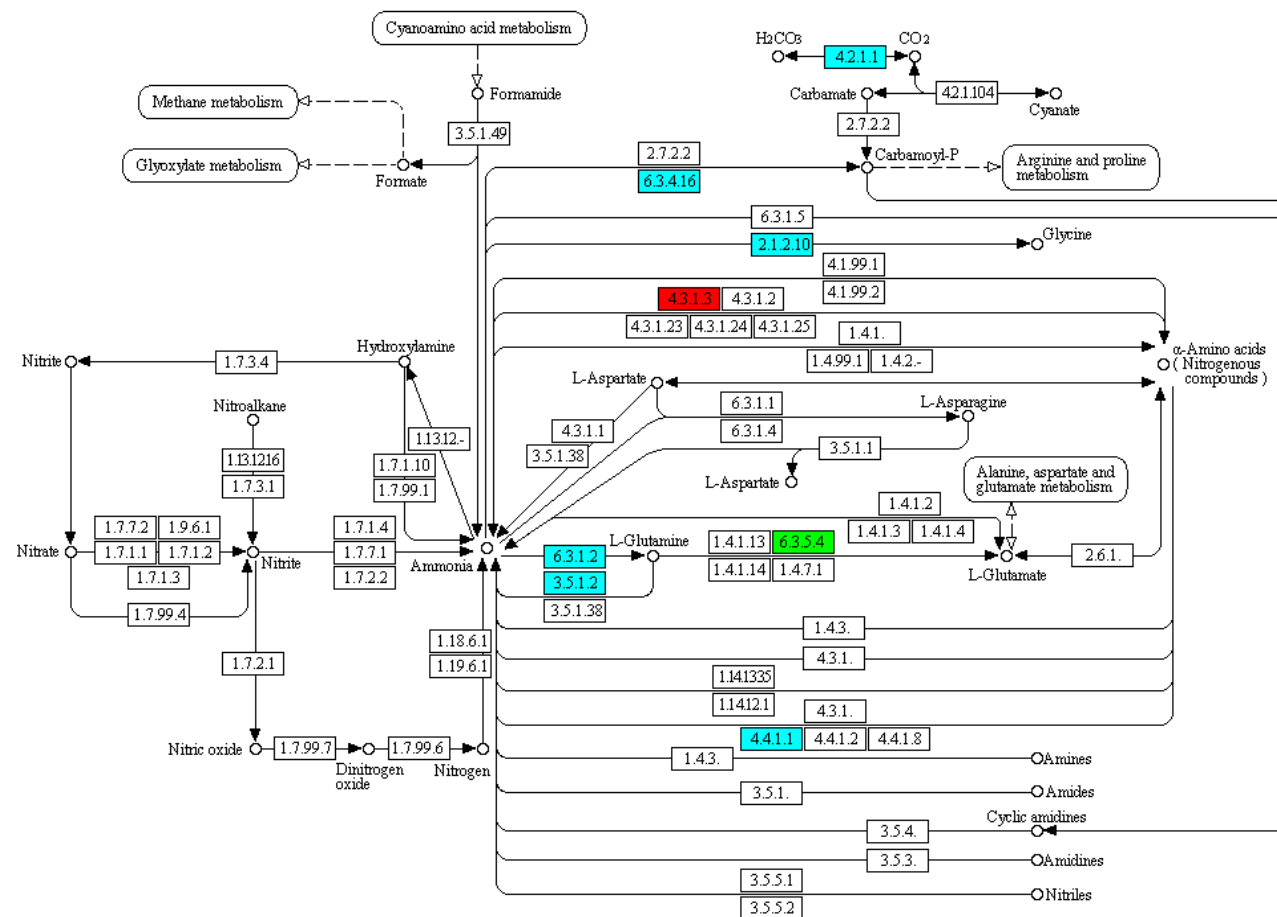

# FATTY ACID BIOSYNTHESIS

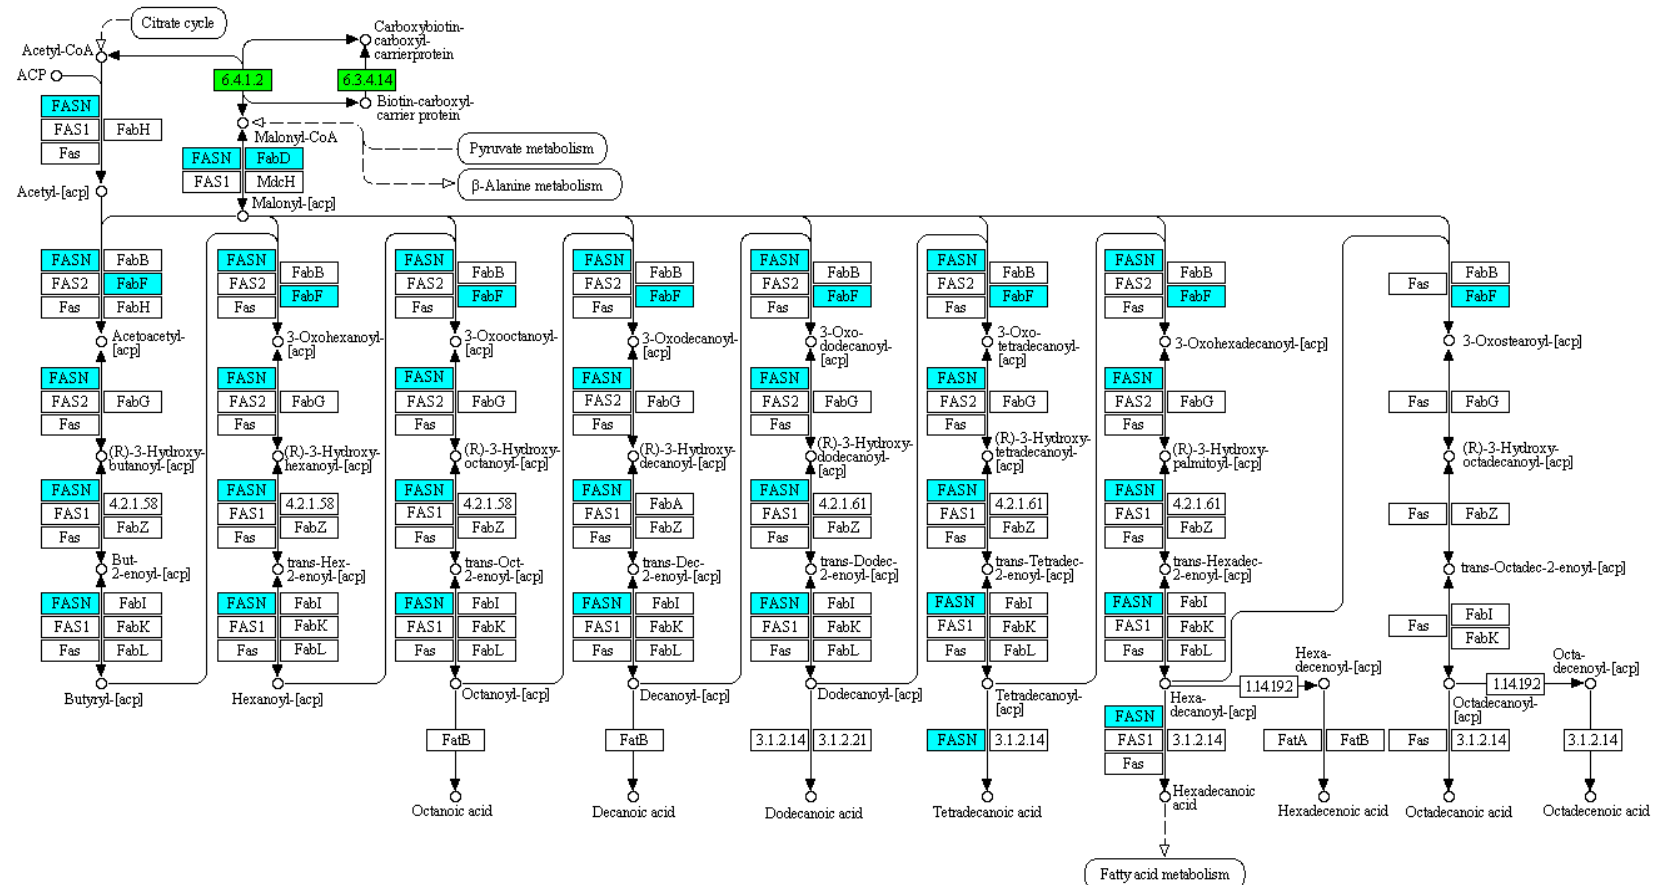

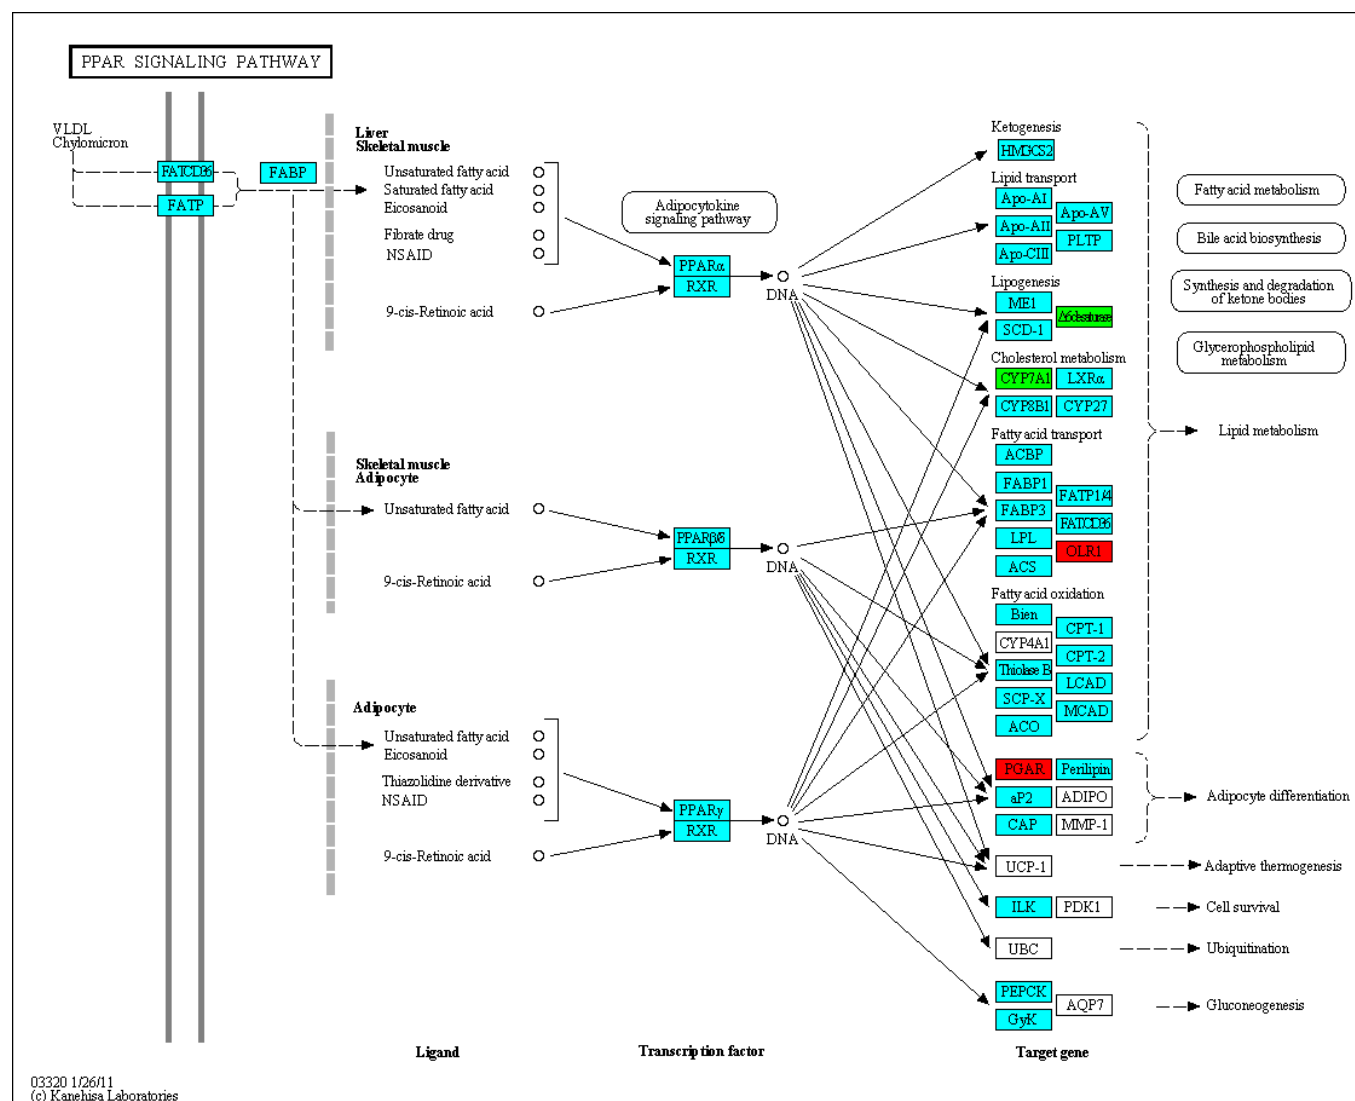

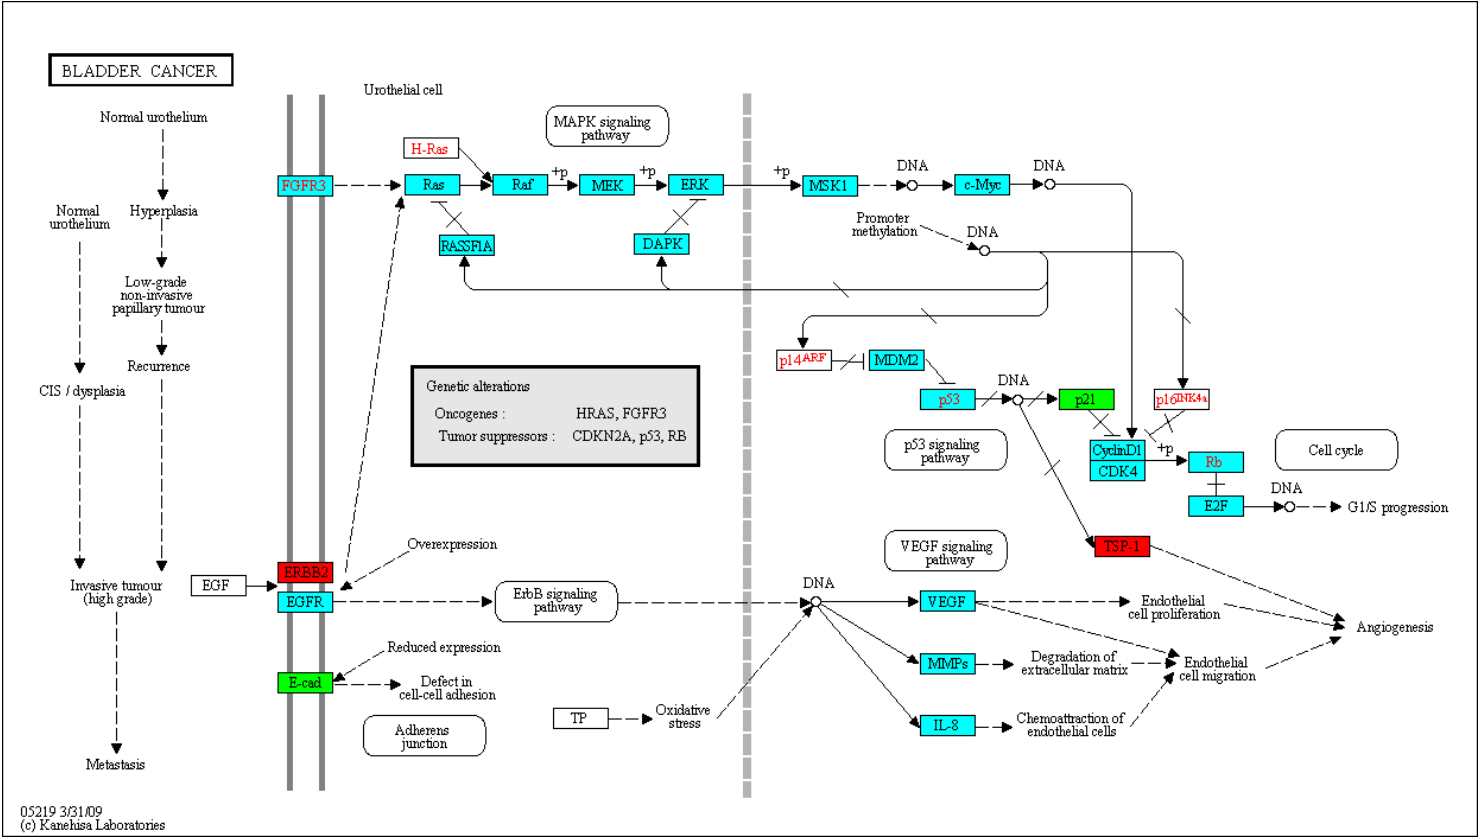

# P53 SIGNALING PATHWAY

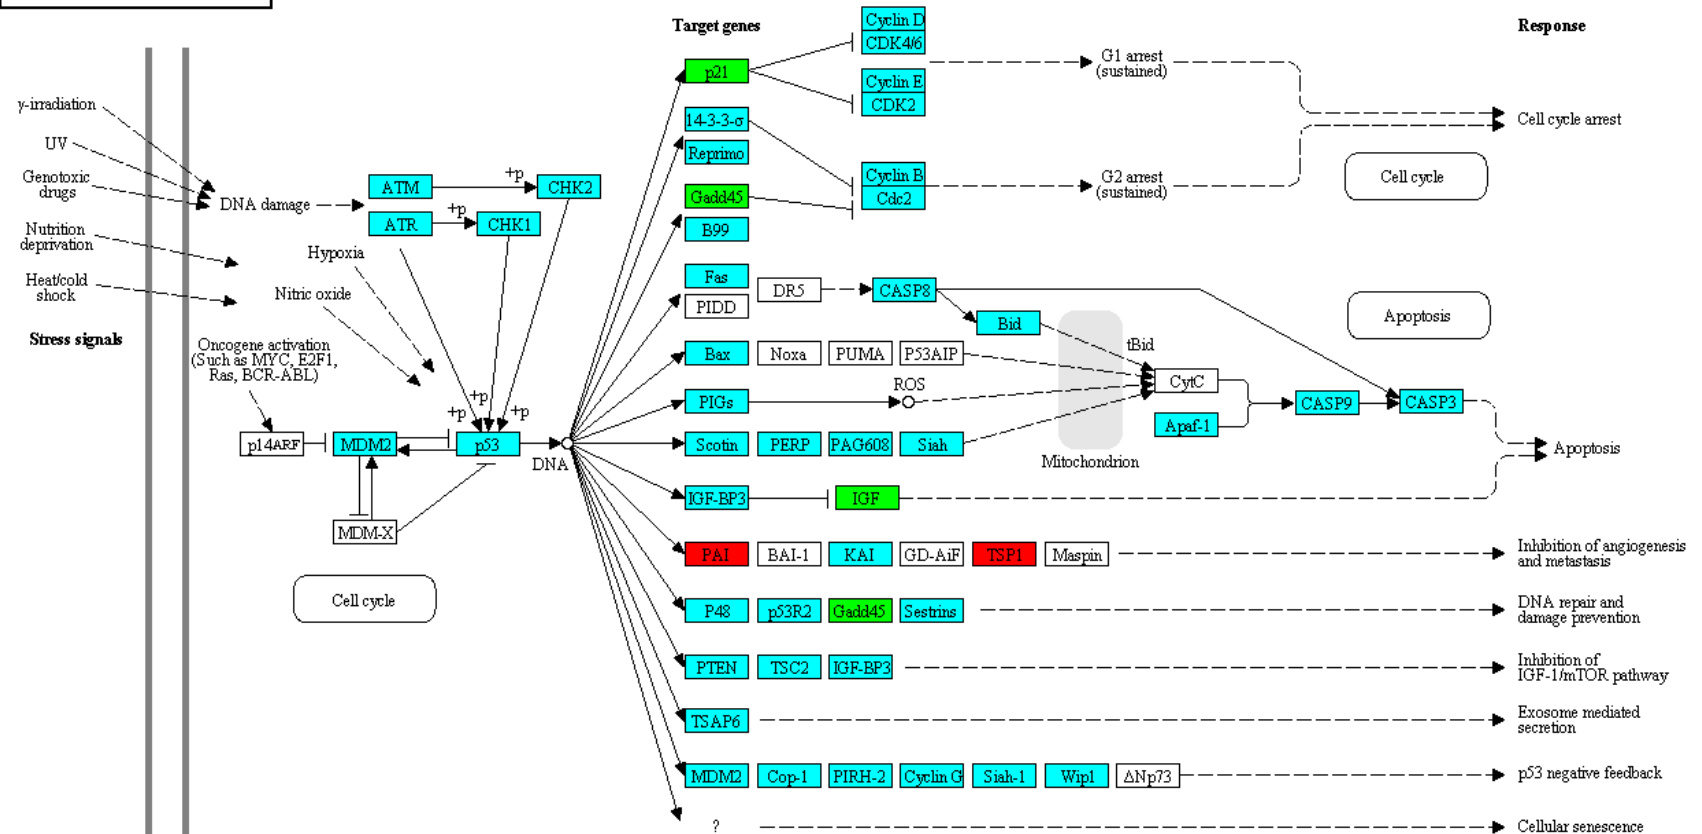

# INSULIN SIGNALING PATHWAY

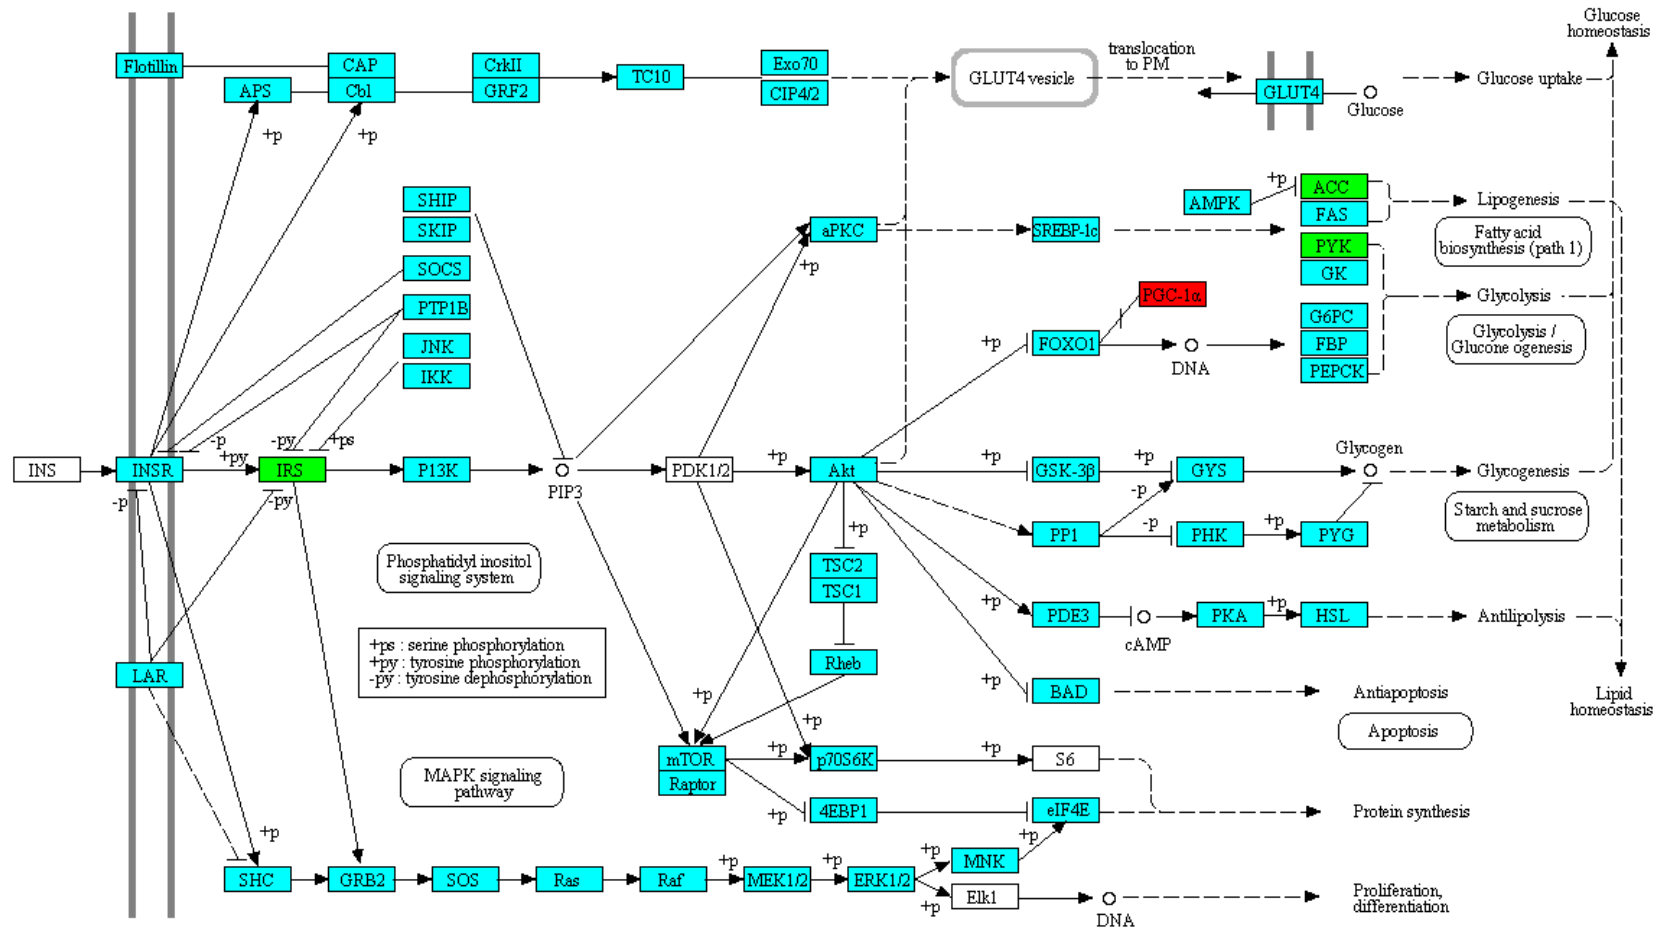

# VITAMIN DIGESTION AND ABSORPTION

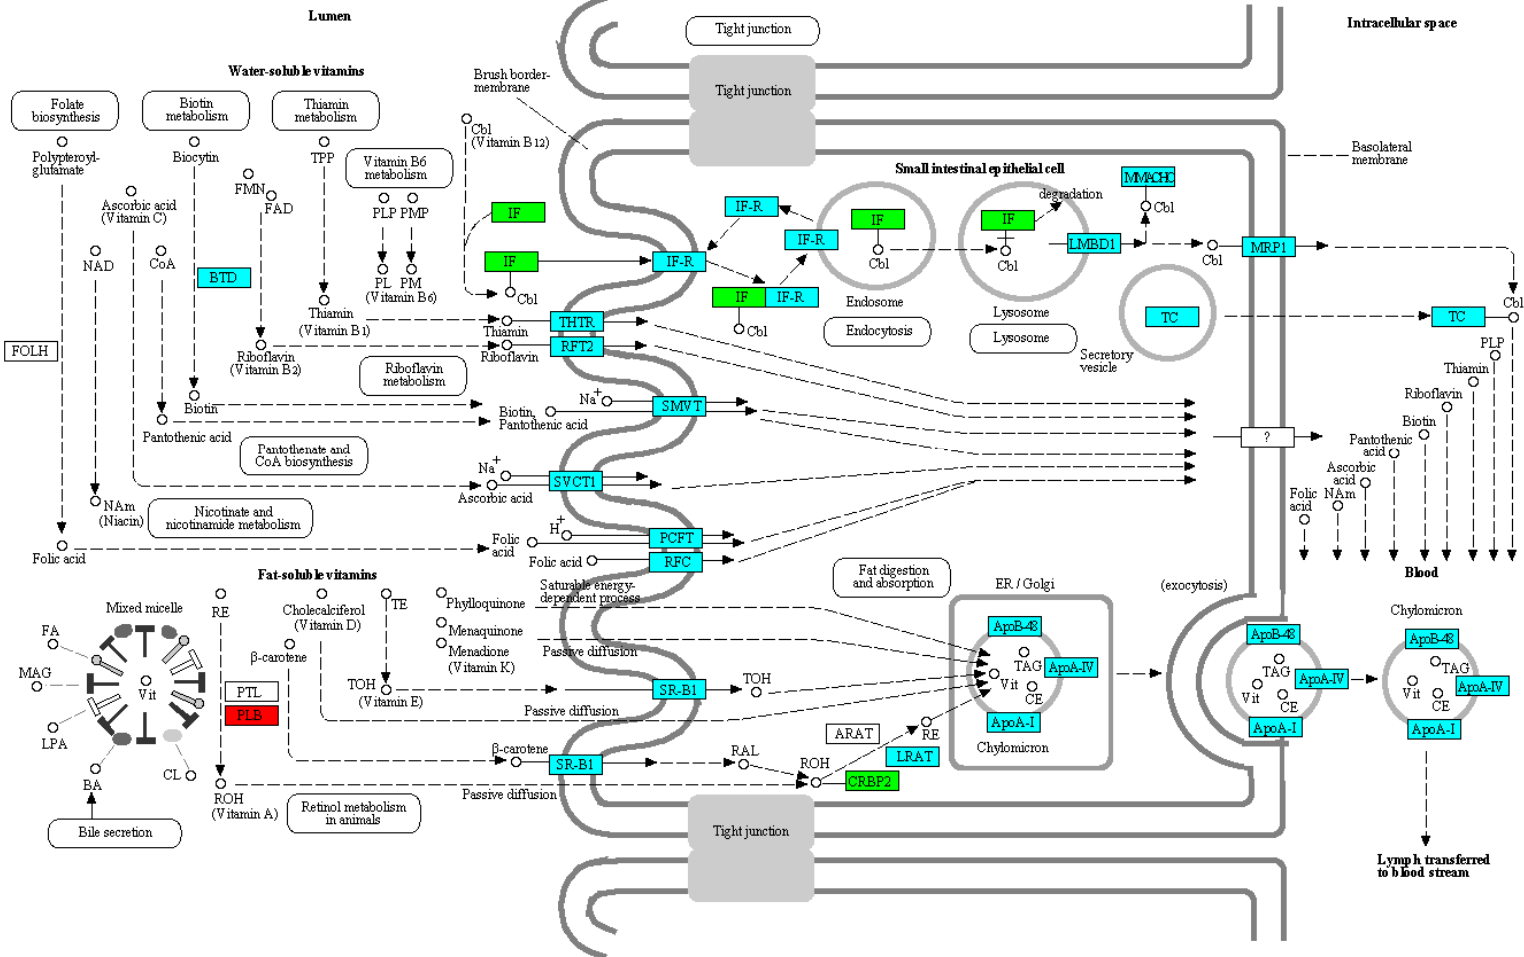

# **α-LINOLENIC ACID METABOLISM**

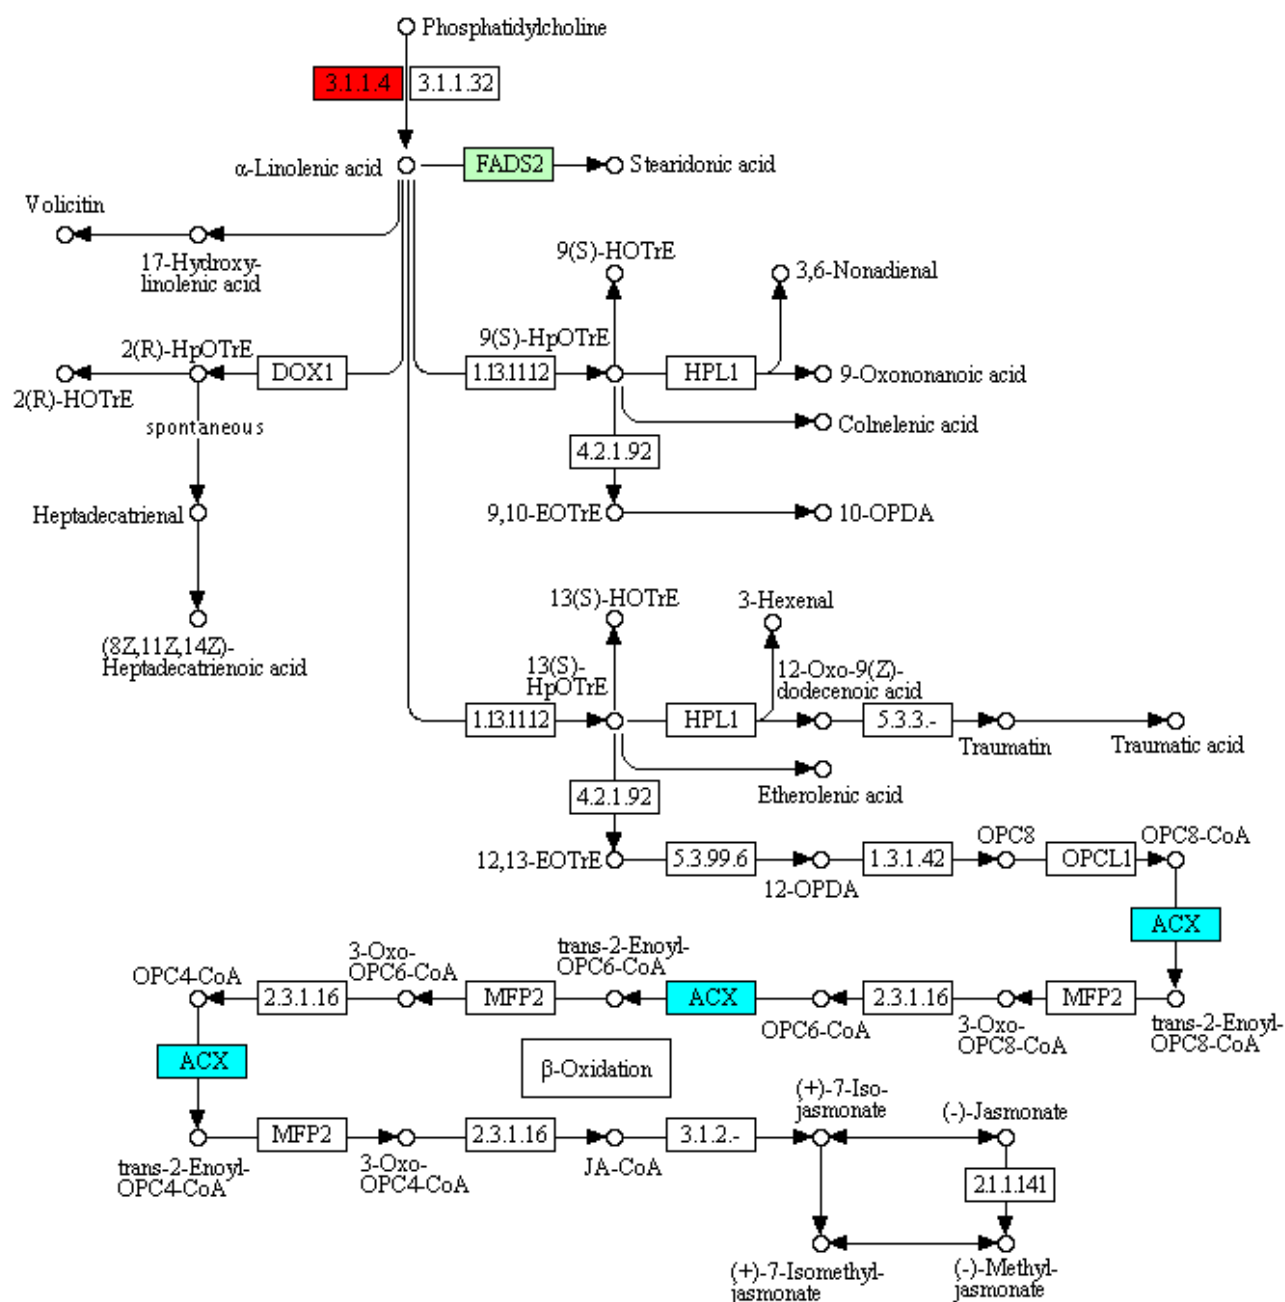

# FAT DIGESTION AND ABSORPTION

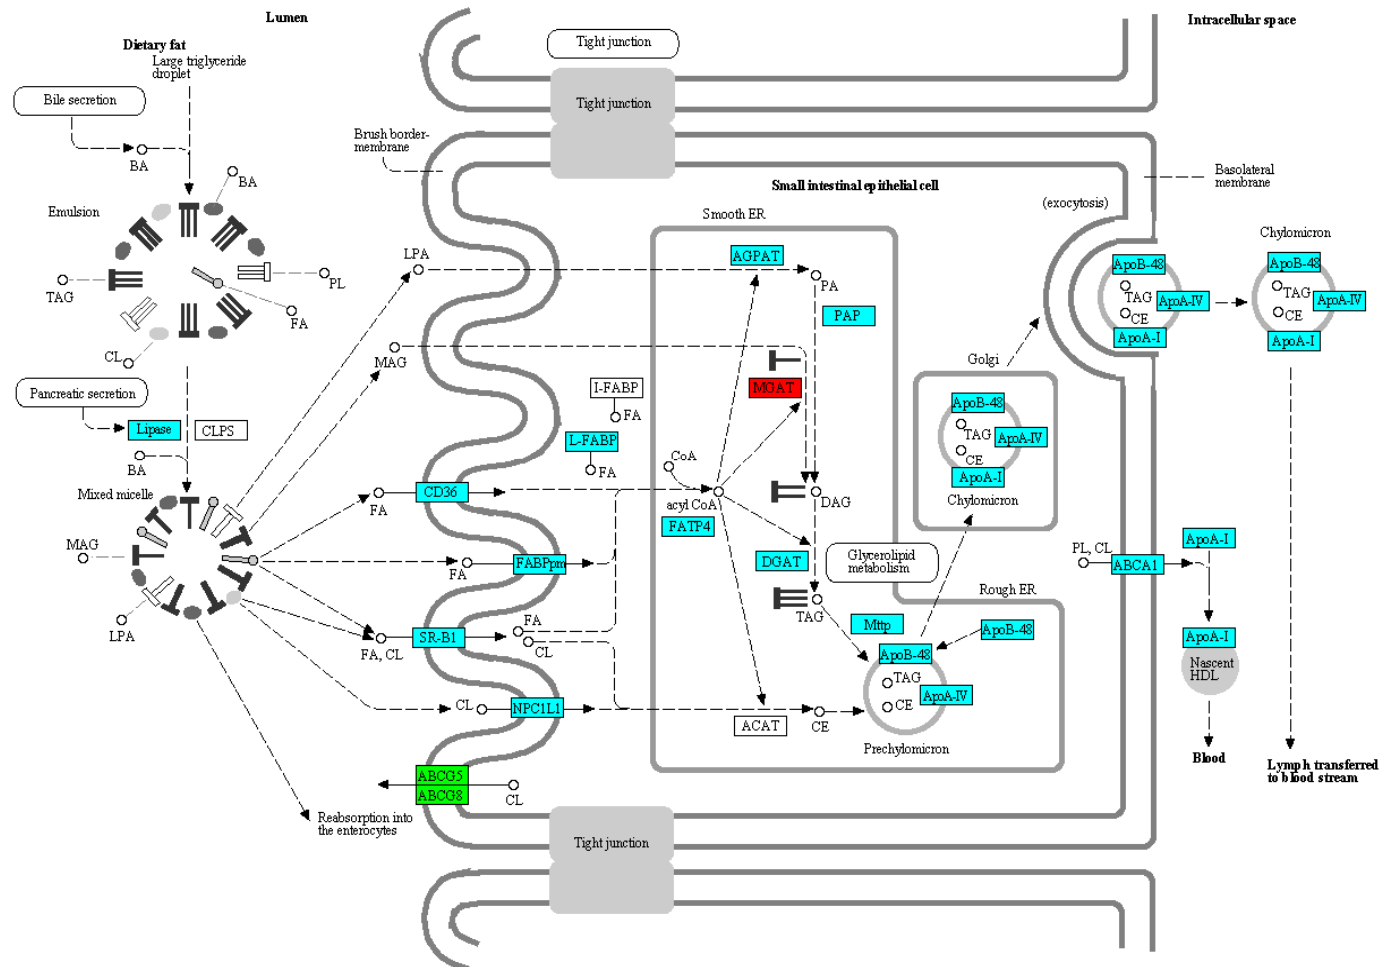

# NEUROACTIVE LIGAND-RECEPTOR INTERACTION

## GPCRs

### Class A Rhodopsin like Amine

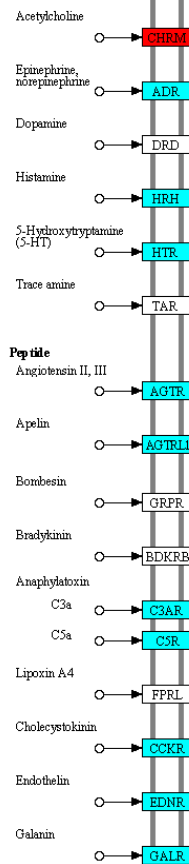

### Peptide

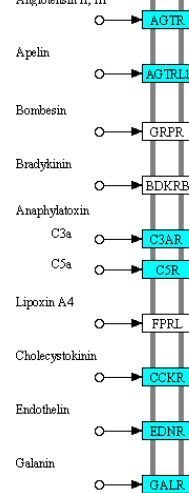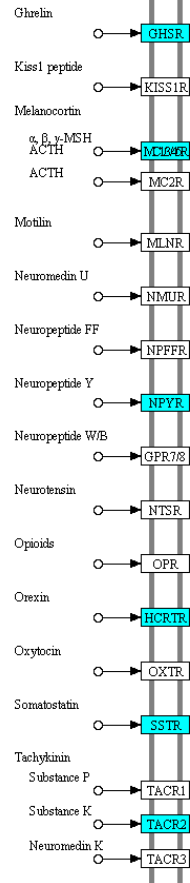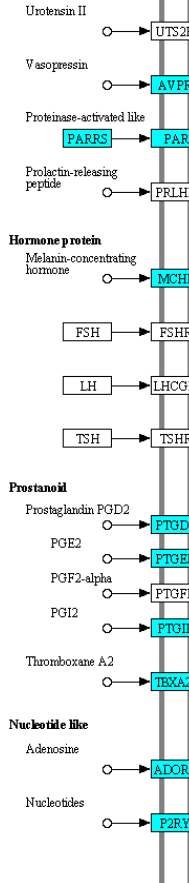

### Cannabinoid

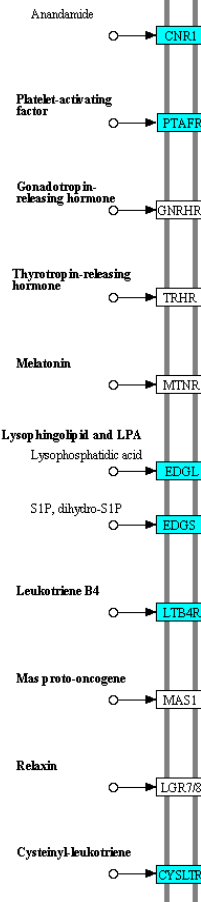

### Class B Secretin like

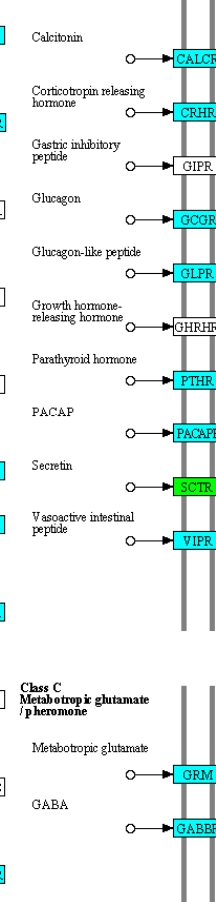

### Class C Metabotropic glutamate / hormone

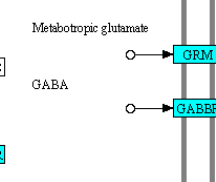

## Channels / other receptors

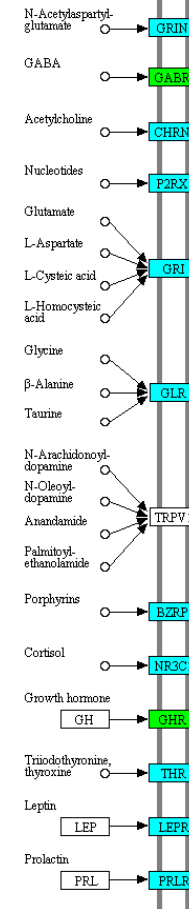

**Supplement:** Additional file 5 — Maps of KEGG pathways (associated with ≥2 fold (FDR 0.1%) SDE genes) overrepresented in SNEB animals.

# Supplementary material for: RNA-seq analysis of differential gene expression in liver from lactating dairy cows divergent in negative energy balance
**Source:** BMC Genomics. 2012 May 20;13:193. doi: 10.1186/1471-2164-13-193
**Supplement:** Additional file 6 — Maps of KEGG pathways associated with all SDE (FDR 0.1%) genes.

**
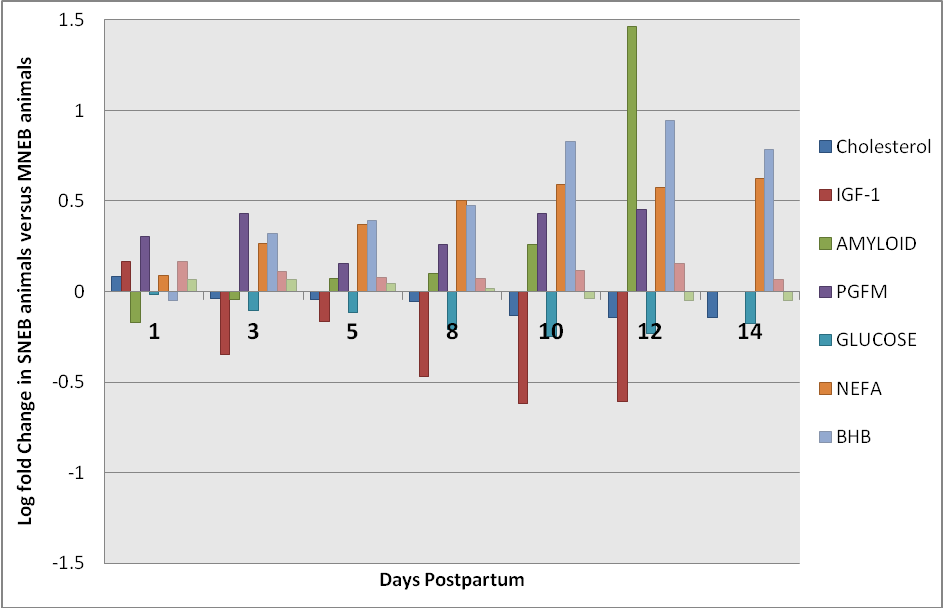
**

**Additional file 6** Effect of treatment on various blood metabolites in the SNEB versus MNEB animals.

How the deposited data were processed for this re-analysis (not part of the article)

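Liver RNA of 11 lactating cows, 5 in mild (MNEB) and 6 in severe negative energy balance (SNEB), had been sequenced as single reads on 19 lanes. The authors aligned the reads of each lane to the BCM4 assembly with Bowtie, dropped reads with more than 1 alignment, removed all but 1 of the reads at the same position, and counted the rest per Ensembl gene with HTSeq-count in union mode. The deposited values are these raw counts, 1 per gene and lane, with no normalization. Every lane held a count for 21996 genes. The removal of reads at the same position limits how far a count can rise with expression and depth.

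From the counts, lanes of 1 library were summed, and the 13960 genes with at least 5 reads in at least 1 cow (63.5% of all) were tested. Each cow was assigned to its group by its sample label and to its library number by the lanes on which it was run. The comparison of SNEB with MNEB cows used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.1, the limit of the paper's methods. A standard error is the size of the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 and the test of the original DESeq, written again from its description with locfit 1.5.9.12, were alternatives. Tested on simulated counts of the SNEB against MNEB comparison, with 200 changed genes among 13721, edgeR recovered 88% of the changed genes with 7.85% false calls, DESeq2 92% with 15.2%, and the original test written again 90% with 36.8%. Of the 112 genes changed 4-fold, each method recovered 100%. The counts were simulated with the spread per gene that edgeR estimated, and with no lane or flow cell effect. Only genes with a mean of at least 10 reads were changed. This setting may favour edgeR, so these shares need not hold for the real counts. Plots were drawn with matplotlib 3.10.9.

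Totals per cow lay between 1774011 and 6852142 reads on genes. At these depths a gene at 1 CPM has only a few reads in a cow, so counting noise limits what can be said of genes such as OLR1 and SULT1E1.

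The rule for the genes named beside the paper's sentences was fixed before the data were examined, and genes named only in the closing section were picked after their values were seen. The rule takes those that the results section names and for which Additional file 2 or a name table gives an identifier, the 5 called genes with the smallest p-value in each direction, and the 5 called genes with the largest change in each direction among those whose groups do not overlap and whose mean count per cow is at least 10. Of 45 genes named beforehand, 19 had an identifier. Over all genes tested, edgeR called 10 of these, and 18 when adjusted over the list alone; the study chose part of the list on these samples, so the latter is not independent evidence. Gene names came from Additional file 2, and other genes are given by their Ensembl identifier. Lists of marker genes of other tissues and cell types were also written beforehand. For proliferation 9 of 18 genes had an identifier. Names came from Additional file 2, whose genes were chosen by group, so a set test of those 9 could not decide and none was run. Identifiers were too few for adrenal cortex (0 of 14), pancreas (2 of 19), erythroid cells (1 of 12) and leukocytes (1 of 16). The same held for adipocytes (0 of 7), hepatocytes (0 of 14) and intestinal epithelium (0 of 10). Adrenal tissue as a source of CYP11A1, and blood as a source of the hemoglobin gene, were therefore not tested.

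Single comparisons used exact permutation tests. The alternatives were another normalization, other filters, other tests, 1 lane per cow, thinning to the smallest total, the flow cell and the replicate number as terms, and leaving out each cow. Library 1, gene lengths, FPKM values, and the KEGG, GOseq and IPA pathway results were not analysed here.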

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

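The tests of library 11 by its label and its lanes were chosen only after the result was seen. A sample was taken as far from the others when its gap to the nearest cow, divided by the range of its group, exceeded Dixon's 95% critical value. Among 72 groups examined, over the named genes and the totals of the cows, 6 met this; about 1 in 20 groups do so by chance, which is 3.6 here.

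In FADS2 the SNEB cow of library 11 had 530.3 CPM and the next highest SNEB cow 245, a gap of 0.662 of the range. In FADS1 the same cow was the highest, at 13.6 against 7.79, a gap of 0.651. The genes are not independent of each other as tests of 1 cow. A fault of a lane or flow cell is argued against by the lanes of the library, which had 509.3 CPM of FADS2 on flow cell B and 560 on flow cell C, both above the 251 of the highest of the 9 lanes of the other SNEB cows. A wrong label is argued against by the count of called genes, which was 76 with the label given, 76 without the cow and 14 with its label switched. In a test run before that one, the cow lay nearer to its own group in 76.3% of the genes called without it, where the other cows had 56.0% to 92.0%. A lesser response of this cow, or a genetic difference, stays open and was not tested. Both genes were called with and without it.

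In IGFALS the MNEB cow of library 3 had 386 CPM and the next highest 188, a gap of 0.771 of the range; without it the edgeR adjusted p rose from 0.0956 to 0.183, within a range of 0.0479 to 0.198 over the fits that left out 1 cow. In IGF1 the SNEB cow of library 8 had 20.0 CPM and the next highest 8.26, a gap of 0.736; without it the adjusted p was 0.00180, within a range of 0.00180 to 0.0465 over those fits. In LIPG the MNEB cow of library 6 had 12.1 CPM and the next highest 3.88, a gap of 0.797, on 48 reads, and without it the log2 fold change was 4.02 in place of 3.28. In GCKR the SNEB cow of library 9 had 16.1 CPM and the next highest 6.81, a gap of 0.776, on 30 reads. The cause was not tested for these genes.

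Outside Additional file 2, edgeR called 5 genes, which the paper does not discuss; they were named after their values were seen. ENSBTAG00000005238 fell by 0.75 on the log2 scale (SE 0.16, edgeR adjusted p = 0.0729), ENSBTAG00000010814 fell by 0.68 (SE 0.15, 0.0822), ENSBTAG00000030855 rose by 1.46 (SE 0.31, 0.0748) and ENSBTAG00000019177 rose by 0.62 (SE 0.13, 0.0785). ENSBTAG00000016312 rose by 0.57 on the log2 scale (SE 0.12, edgeR adjusted p = 0.0813). The groups did not overlap in any of the 5. DESeq2 also called them and the original DESeq test written again did not. They were called in 2 to 4 of the 11 fits that left out 1 cow, so each call depends on which cows enter. No explanation was tested for them.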

How the results depend on the processing

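The 4-level flow cell term, the term for flow cell C, the r² permutation within flow cells, the detection limit on the mean and the microarray overlap with the original DESeq test were chosen after the data were examined; the other alternatives were fixed before. No named gene changed direction under the 10 alternatives fixed before or with a cow left out; the flow cell terms chosen after were not tabled by gene.

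At an adjusted p under 0.1, the number of genes called, 76, depended most on the test. DESeq2 called 290, including all 76, and the original DESeq test written again 422, including 71. The latter had the highest share of false calls on simulated counts, whose spread was the one edgeR estimated. The genes of at least 2-fold change, 56, became 135 and 203. In the original test 52.4% of calls rose, against 60.5% in edgeR. With flow cells B and C only, 34 and 32 genes were called, from fewer cows. Across the 11 fits that each left out 1 cow, the calls ran from 40 (without library 6) to 125 (without library 2), with 120 without library 9, and those of at least 2-fold from 33 to 81. At an adjusted p under 0.05 there were 48 calls, and at 0.001 there were 0 in either count, with 1165 genes at an unadjusted p under 0.05. With a term for flow cell C, 152 genes were called, among them all 76. Apart from the number of cows or the threshold, the cause of these changes was not tested.

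The other alternatives stayed within 1.5 times: 76 calls with median-of-ratios size factors (76 shared), 78 with no filter (75), 96 with the stricter filter (73), 95 with 1 lane per cow (68), 65 after thinning (53), 75 with a flow cell A term (68) and 100 with 4 flow cell levels (63). The replicate number as a block gave 80 calls, 49 of them shared. Cows with the same number deviated together with r of 0.274, -0.000758, 0.323, 0.0214 and -0.0439, no more than weakly. Cows with the same number were run on the same flow cells in both groups, so the block also takes up the lane difference. It lost the calls of ABCG8 (adjusted p = 0.262) and ARG2 (0.176) and gained that of GHR (0.0501).

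Of the overlap with the microarray, 23, the count was 15 with names matched exactly, 53 with DESeq2 and 67 with the original test. It was 15 to 33 with 1 cow left out. In each of these, only genes of Additional file 2 could match. For at least 2-fold changes, 18, it was 11 with exact names and 28 with the original test, and 9 to 20 with 1 cow left out. The share of the 10 most highly counted genes was 0.897% with all retained reads as the denominator, and the squared Spearman correlation between groups was 0.981.

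Of 32 named genes, 23 were called and 14 of these stayed called in each of the 10 alternatives fixed beforehand and with each cow left out. The 30 losses and 6 gains of a call on leaving out a cow, and 12 losses and 19 gains elsewhere, left 316 and 289 values on their side of the threshold. Depth limits OLR1, SULT1E1, GCKR and C6orf146, with few reads per cow. Not run were the r² with gene lengths and the set tests of the marker lists, for lack of lengths and of usable identifiers.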

Differences from the paper's values

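The alternatives named here were set before the data were examined, except where stated, and no test of a cause was chosen after the result was seen. The paper gives 413 SDE genes, and edgeR called 76. The original DESeq test written again, at the adjusted p of 0.1 of the paper's methods, called 422, which include all 413; DESeq2 called 290. The paper gives 201 genes of at least 2-fold change and edgeR called 56, the original test 203 and DESeq2 135. The other alternatives stayed more than 1.5 times from the paper's values.

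The paper gives 55 SDE genes shared with the microarray, where 23 were found with edgeR. The alternative with DESeq2 gave 53, and the original DESeq test, chosen for this count after the data were examined, 67. Names came from Additional file 2 alone, so at most 184 of the 290 DESeq2 calls could match. The counts are therefore lower limits, and the closeness of 53 to 55 carries little weight.

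For the share of reads on the 10 most highly counted genes the paper gives 16%, and 1.68% was found. None of the alternatives set before the data were examined closed the gap. With its decimal point moved by 1 place, the paper's value would lie within the SD of 0.153 between lanes. The paper's companion value, 619 genes for 30% of the reads, lies within the 596 ± 53.1 (SD across lanes) found.

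The paper gives 12523 and 12833 detected genes, which the mean of at least 5 reads over the cows of a group, chosen after the data were examined, met within 1 gene, with 12522 and 12832. A limit of at least 5 reads in at least 1 cow, as the paper's results word it, gave 13418 and 13821, and in every cow, an alternative set before the data were examined, 11190 and 11533, so the paper's values lie between these. At least 10 reads in at least 1 cow, also set beforehand, gave 12499 and 12921, closer to the paper's values than either.

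The paper calls FADS2 its most significant gene. It ranked 21 by p-value in edgeR and 1 in the original DESeq test written again. The paper calls GHR, ACACB, OLR1, a UGT2A gene, SULT1E1, CYP7A1, ACACA, CCL2 and IL1RN, which edgeR did not call. The original test written again called all of these, and DESeq2 called them except GHR, SULT1E1 and CYP7A1. The paper names UGT2A1, where Additional file 2 lists UGT2A3. The paper's results give a false discovery rate of 0.1% and its methods 0.1. The largest adjusted p in Additional file 2 is 0.0996, and 200 of its genes have at least a 2-fold change. Additional file 3 marks 57 genes as shared.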

Other observations

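The count of edgeR calls in other splits and the tests of lane ratio, pancreas tissue and flow cell A were set beforehand; the counts of at least 2-fold and original DESeq calls in other splits, the count over pairs of cows, and the tests of the lane difference, of the flow cell C pattern, of labels, of single cows, of genes present in some cows and of the microarray sizes were chosen only after the result was seen.

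Of 100 splits of the 11 cows into 5 and 6, the real one included and the rest drawn at random from 462, 2 gave as many edgeR calls as the 76 of the real groups, and 3 as many calls of at least 2-fold change. Of the 99 other splits 87 gave 0 calls, with a median of 0. The highest below 76 were 66 calls for libraries 2, 6, 7, 8 and 10 and 51 for libraries 2, 4, 6, 7 and 8. Of these, 61 and 50 were of at least 2-fold change, against 56 for the real groups. Both splits mix the groups, and the cause of their calls was not tested. With the original DESeq test written again, only the real one of 50 splits, 1, gave as many calls as its 422, but the 49 other splits still gave between 31 and 385 calls, with a median of 98. Splits that keep 4 cows of a group together are not free of energy balance, among them that with 385 calls (libraries 2, 7, 8, 10 and 11).

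The other split with at least 76 calls gave 1887. It put libraries 4, 5, 6, 9 and 10 together, and 4 of these are the only cows without a lane on flow cell C. It therefore nearly follows a technical batch. Cows without and with a lane on flow cell C (4 and 7 cows) differed in 2216 genes. With energy balance also in the model these were 2354 genes, 2 of them among the 76. Both groups have cows on each flow cell. A flow cell A term kept 68 of the 76 calls, 4 flow cell levels kept 63, and a term for flow cell C gave 152 calls that include all 76. With flow cells B and C only, 30 of the 76 were kept, from fewer cows. Each group has 2 cows without a lane on flow cell C, so the term for flow cell C could hardly remove calls. The even spread of the groups and the calls kept with a term argue against flow cell as the source of most of the SDE genes.

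Lanes of the same library on flow cells B and C differed by more than counting noise, with a dispersion index over genes of 20 to 200 reads of 1.73 to 2.92, where lanes of library 10 on flow cell A gave 0.874 to 1.25 and those of library 5, also on flow cell A, 2.58. Across 11913 genes the difference between the lanes was shared by the 5 libraries on both flow cells, with correlations of 0.463 to 0.618 across genes; 53.4% of the genes differed in the same direction in all 5, where 6.25% would by chance. A difference of the same kind was found within flow cell A, between lanes 3 and 4 of library 5 (r = 0.590), though not between lanes 5 and 7 of library 10 (r = -0.0802). So a candidate explanation is a property of the lane run that often, but not always, goes with the flow cell. What it is was not tested. It bears on the paper's use of lane replicates, since the paper compared lanes by r² over all genes.

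Without the cow of library 2 or of library 9, edgeR called 125 and 120 genes in place of 76, and these cows were closest to the other group, lying nearer to their own group's mean in 56.0% and 57.5% of the genes called without them. All of the label tests were made after this was seen, and the rule by which they were read was changed after flow cell C had been found to matter and again after the balance over flow cells was examined. In all, 11 single switches and 1 exchange were tried. With no term for the flow cell, the exchange of their labels gave 524 calls, of which 23 were among the 76, switching library 9 alone gave 84, also above the 76 of the labels given, and switching library 2 alone gave 57. The exchange also moves the groups toward the flow cell C split, and so was repeated with the flow cell held fixed. With a term for flow cell C, the labels given had 152 calls, the exchange 140, library 2 switched 75 and library 9 switched 62. With 4 flow cell levels the counts were 100, 15, 30 and 2, and on the lanes of flow cell B alone (3 MNEB and 4 SNEB cows) 27, 1, 0 and 3. Switching library 9, or the exchange, puts both cows run on flow cell B alone in 1 group and 3 of the 4 cows without a lane on flow cell C in 1 group, where the labels given have 2 in each. A model with the flow cell then has less to compare, so part of its lower counts may come from the design. The lanes of flow cell B alone need no such term. Their 3 calls with library 9 switched and 1 with the exchange, against 27 with the labels given, argue against a wrong label. The counts with no term, 84 and 524 against 76, go the other way, but may come from the lane difference. For library 9 and for the exchange a wrong label therefore stays open. For library 2 alone, whose switch leaves the cows without a lane on flow cell C at 2 in each group, a wrong label is argued against by fewer calls than with the labels given in all 4 comparisons. Why the cows lie nearer to the other group stays open, a biological difference included.

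The small share of reads on the most highly counted genes may come from the removal of reads at the same position. Lanes 3 and 4 of library 5 had 2.41 times as many accepted alignments in lane 3. The ratio of their counts was 2.31 (95% exact binomial interval 2.24 to 2.39) for genes of up to 5 CPM in the other cows and fell at each step to 1.35 (1.34 to 1.36) for genes over 500. For lanes 5 and 7 of library 10, of near equal depth, the ratios were 1.01 and 1.00. The intervals cover counting error only. The effect on the paper's own share cannot be computed from these counts.

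Such a cap might also shrink fold changes. Over the 27 genes with both platforms, the excess of the microarray change over the RNA-seq change went with the mean count (Spearman's rho 0.416, permutation test, p = 0.0319; Pearson's r 0.468, p = 0.0132), and all 3 genes with a mean of at least 500 reads changed less in RNA-seq. Without the 2 genes farthest from the median count, rho was 0.280 (permutation test, p = 0.174) and r 0.248 (p = 0.231), so the relation rests on those genes. The explanation cannot be told apart from the platforms' own differences on so few genes.

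In 20 of the 413 genes of Additional file 2, over 50% of the normalized counts lay in 1 cow. edgeR called 0 of them, 15 having an unadjusted p under 0.05. DESeq2 called 2, but gave some of the others, HBD and DDX4 among them, no adjusted p. Without that cow, 12 of the 20 were no longer called by the original test, against 216 of the 393 other genes (55.0%) without their highest cow (Fisher's exact test, p = 0.819). That is 60% of the 20, and with so few genes the test does not separate the shares, so the question of whether 1 cow decides the call stays open.

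Chosen without regard to group, 4 genes had at least 20 normalized counts in some cows and at most 2 in all others. In 3 of them the cows with reads were of 1 group, where 1.36 would be by chance (one-sided exact test, p = 0.0939). The other gene had such reads in 7 cows, more than either group holds, so this is the smallest p the test could give. The presence by cow therefore cannot be told apart from an effect of group. The 3 are in Additional file 2, and edgeR called 0 of them, all 3 having an unadjusted p under 0.05. One is PRSS3, a trypsin gene, with 109 and 74 reads in libraries 3 and 4 and at most 1 in any other cow. Pancreas tissue in those samples is argued against, since it would bring many abundant transcripts, but only 1 gene with at least 10 normalized counts in both had over 80% of its counts in those 2 cows, no more than the highest of the other pairs among 55, also 1, and CTRC, another pancreatic gene, had 1 and 3 reads there and up to 29 in other cows. A genetic difference between cows was not tested.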
